# Single-cell transcriptomics identifies ergothioneine as a mitochondrial protector to prevent AKI-to-CKD progression

**DOI:** 10.1371/journal.pone.0351630

**Published:** 2026-06-23

**Authors:** Jiaxin Peng, Jing Chen, Zhipu Qian, Mingzhang Han, Ling Chen

## Abstract

This study investigates the role and mechanism of ergothioneine (EGT) in mitigating the progression of acute kidney injury (AKI) to chronic kidney disease (CKD). Using a cisplatin-induced mouse model of the AKI-to-CKD transition with EGT intervention, we combined histopathological examination, biochemical assays, and single-cell RNA sequencing (scRNA-seq) to provide evidence that EGT may improve renal function parameters and attenuate renal injury and fibrosis. scRNA-seq analysis revealed that EGT was associated with partial normalization of mitochondria-related gene expression in renal tubular epithelial cells, accompanied by enrichment of oxidative phosphorylation and electron transport chain pathways. Furthermore, our in vitro experiments supported a protective association of EGT with mitochondrial injury-related phenotypes in injured renal tubular epithelial cells, as indicated by reduced reactive oxygen species generation, partial preservation of mitochondrial membrane potential, and increased cellular ATP levels. These findings suggest that EGT may attenuate AKI-to-CKD progression in association with improved mitochondrial homeostasis, offering a potential therapeutic strategy for kidney diseases.

## 1. Introduction

Acute kidney injury (AKI) is a common clinical syndrome characterized by a rapid decline in renal function, often resulting from ischemic, toxic, or septic insults [1]. Despite initial recovery, a significant proportion of AKI patients progress to chronic kidney disease (CKD), a condition marked by persistent renal dysfunction, fibrosis, and irreversible structural damage [2]. This maladaptive AKI-to-CKD transition has emerged as a critical pathway contributing to the growing population of patients with end-stage renal disease [3]. It represents a major global health burden due to its high incidence, particularly in hospitalized patients, and its association with substantial morbidity and mortality. However, the underlying molecular and cellular mechanisms remain incompletely elucidated. Importantly, effective therapeutic strategies to halt or slow this progression are strikingly limited, highlighting an urgent need for deeper mechanistic insight and novel interventions [4].

Mitochondrial dysfunction has been increasingly recognized as a pivotal mechanism in the pathogenesis of both AKI and CKD [5]. Renal tissue cells are abundantly enriched with mitochondria, second only to cardiomyocytes, which is essential for generating substantial ATP via oxidative phosphorylation to meet the high energy demands required for renal cellular functions [6]. In AKI, insults such as ischemia or toxins induce mitochondrial damage, leading to impaired ATP synthesis, excessive reactive oxygen species (ROS) production, and activation of apoptotic pathways [7]. These mitochondrial abnormalities not only contribute to acute cell death but also promote maladaptive repair, persistent inflammation, and fibrotic responses, thereby facilitating the transition to CKD [8]. Some studies have revealed that in the AKI microenvironment, persistent mitochondrial damage leads to inadequate energy supply in renal tubular epithelial cells, resulting in a metabolic shift from fatty acid β-oxidation (FAO) to glycolysis. This transition represents a double-edged sword [9]. On one hand, enhanced glycolysis acts as a compensatory mechanism for ATP generation; on the other hand, chronic suppression of FAO coupled with sustained glycolytic activation contributes to impaired repair of renal tubular epithelial cells, and promotes inflammation, lipid accumulation, and fibrosis, thereby facilitating the progression from AKI to CKD. Restoration of mitochondrial integrity and bioenergetics has thus emerged as a promising therapeutic strategy to interrupt this progression.

Ergothioneine (EGT) is a natural amino acid and thiol antioxidant widely distributed in different organisms [10]. It exhibits potent antioxidant and anti-inflammatory properties. It has been shown to protect against various models of organ injury [11,12]. Previous studies have demonstrated that EGT binds to and activates MPST, enhancing mitochondrial respiration and energy metabolism, which consequently improves endurance exercise performance in mice [13]. Furthermore, EGT has been shown to alleviate mitochondrial impairment through regulation of the AMPK/SIRT1/PGC-1α signaling pathway, thereby reducing neuroinflammation in aging mouse models [14]. In a rat model of diabetic nephropathy, EGT induces Nrf2 activation and upregulates antioxidant cytoprotective genes (HO-1 and NQO1), thereby enhancing the antioxidant defense system and ameliorating renal dysfunction [15]. However, its role in mitigating the progression from AKI to CKD, particularly through the preservation of mitochondrial function in specific renal cell types, remains largely unexplored.

In this study, we employed a cisplatin-induced model of AKI-to-CKD progression to evaluate the therapeutic potential of EGT. Utilizing a multidisciplinary approach combining histopathological examination, biochemical assays, and single-cell RNA sequencing (scRNA-seq), we sought to determine whether EGT intervention ameliorates renal functional impairment, attenuates structural damage, and reduces fibrosis. Furthermore, since renal tubular epithelial cells are the central cell type affected by AKI [16], we aimed to investigate whether EGT was associated with improved mitochondria-related transcriptional and injury-related phenotypic features in key renal tubular segments, including distal convoluted tubules (DCT), loops of Henle (LOH), and proximal tubule (PT) cells. An overview of the experimental design is provided as a graphical abstract in the S1 Fig. Through these analyses, we aimed to clarify the potential contribution of EGT-associated mitochondrial protection to AKI-to-CKD progression and to assess its translational relevance as a therapeutic candidate.

## 2. Materials and methods

### 2.1. Chemicals and reagents

Cisplatin (B24462, Purity≥98%) was obtained from Shanghai Yuanye Biotechnology Co., Ltd. (Shanghai, China) and dissolved in PBS. L-(+)-Ergothioneine (EGT, L134175, Purity≥98%) was purchased from Shanghai Aladdin Biochemical Technology Co., LTD (Shanghai, China). Recombinant human TGF-β1 (240-b-002) was purchased from R&D Systems (Minneapolis, MN, USA).

### 2.2. Animals and experiment design

Six-week-old male C57BL/6 mice were used for all experiments and randomly divided into three groups after a one-week adaptation period. (1) Control group (n = 6): mice received intraperitoneal injection of saline. (2) AKI-CKD group (n = 6): the cisplatin-induced AKI-to-CKD transition model was established by weekly intraperitoneal cisplatin injections (8 mg/kg) for four weeks, following the previously described method [17]. (3) AKI-CKD + EGT group (n = 6): mice received weekly intraperitoneal cisplatin injections with continuous EGT supplementation (0.5 mg/mL in drinking water, ~ 100 mg/kg/day) initiated 3 days before cisplatin administration until study completion. The dose and duration of EGT administration were chosen based on previous studies. After 8 weeks, mice were euthanized by cervical dislocation under deep anesthesia following ethical guidelines. Anesthesia was induced by intraperitoneal injection of sodium pentobarbital (50 mg/kg) prior to euthanasia to minimize suffering. Throughout the study, all animals were monitored daily for signs of distress, including weight loss, piloerection, and reduced mobility. Humane endpoints were applied, and mice showing signs of severe illness, such as a > 20% weight loss or an inability to reach food or water, were promptly euthanized using the same method. Blood and urine were collected pre-euthanasia. Kidneys were weighed and divided longitudinally into two halves; one half was preserved in 4% paraformaldehyde and paraffin-embedded for histological analysis and the other half was used for single-cell RNA sequencing. This study was approved by the Animal Ethics Committee of Zhongnan Hospital of Wuhan University (approval number: WP20220486).

### 2.3. Body weight and kidney weight

Throughout the study period, body weights of all mice were recorded weekly with an electronic precision scale (FA31002C, Sartorius, Germany). At the study endpoint, kidneys were harvested from each mouse and weighed for subsequent analysis.

### 2.4. Plasma and urine analysis

Renal function was assessed by measuring serum creatinine (Cre) and blood urea nitrogen (BUN) levels using an automatic biochemical analyzer (Hitachi Instruments Service Co., Ltd., Tokyo, Japan). Additionally, urinary microalbumin and creatinine concentrations were determined using the same automated analyzer system.

### 2.5. Hematoxylin & Eosin staining

For histopathological evaluation, kidney tissues were fixed in 4% paraformaldehyde, embedded in paraffin, and sectioned. Sections were dewaxed in xylene and rehydrated through graded alcohols. The staining procedure involved hematoxylin treatment for 2 minutes followed by a 3-minute tap water rinse, brief differentiation in hydrochloric acid-alcohol for 10 seconds, eosin counterstaining for 10 seconds, and a final 10-minute wash under running tap water. Stained sections were dehydrated, cleared, and mounted for microscopic examination (Olympus, Tokyo, Japan).

### 2.6. Masson’s trichrome staining

For fibrosis assessment, kidney tissue sections were subjected to Masson’s trichrome staining. The samples were stained with Weigert’s Iron Hematoxylin for 10 minutes, followed by tap water rinsing and brief differentiation in 1% acid alcohol (10–20 seconds) with subsequent 1-minute running water wash. Sections were then stained with scarlet-acid fuchsin for 5 minutes and rinsed in distilled water. Finally, sections were differentiated in phosphomolybdic acid solution followed by 5-minute incubation in aniline blue solution. Stained sections were examined and imaged using an Olympus microscope (Olympus, Tokyo, Japan).

### 2.7. Single-cell RNA-seq raw data processing

The study analyzed single-cell RNA sequencing data encompassing 216,680 cells from three experimental groups (Control, AKI-CKD, and AKI-CKD + EGT), with three biological replicates per group. The UMI count matrix was converted into a Seurat object by the R package Seurat (version 4.3.0) [18]. Cells with UMI numbers <1000 or with detected genes < 500 or with over 15% mitochondrial-derived UMI counts were considered low-quality cells and were removed, ultimately retaining 169,064 cells. Additional filtering removed genes expressed in fewer than five cells. Following quality control, the count matrices from multiple samples were integrated using Seurat to enable comparative analysis across samples. Particularly, the merged count matrices were log-normalized by ‘NormalizeData’ function and scaled by ‘ScaleData’ function. Subsequently, the top 2000 most variable genes were selected through the ‘FindVariableFeatures’ function, and principal components (PCs) were derived via ‘RunPCA’ function. Data integration was then performed using the harmony algorithm [19]. Nearest neighbors were computed based on the top 30 PCs, followed by cluster identification employing the ‘FindClusters’ function with a resolution parameter of 1.1. Clustering results were visualized using tSNE or UMAP plot. For cell type annotation, we first identified cluster-specific marker genes using Seurat’s ‘FindMarkers’ function, then mapped these markers to known cell types using the ScType reference database.

### 2.8. Differential gene expression analysis

Differentially expressed genes (DEGs) were identified using the FindMarkers/ FindAllMarkers function from the Seurat package (one-tailed Wilcoxon rank sum test, P values adjusted for multiple testing using the Bonferroni correction). DEGs were identified using the following thresholds: absolute log fold change ≥ 0.5, difference in the percentage of expressing cells ≥ 0.2, and adjusted P value < 0.05.

### 2.9. Transcription factor regulatory network analysis

Transcription factor (TF) modules were identified using the SCENIC Python workflow (version 0.11.2) using default parameters (http://scenic.aertslab.org)[20]. A mouse TF gene list was used from the resources of pySCENIC (https://github.com/aertslab/pySCENIC/tree/master/resources). Activated TFs were identified in the AUC matrix, and differentially activated TFs were selected using R package limma [21]. To identify cluster-specific regulons (especially for analyses with many cell types, where some regulons are common to multiple of them) we used the Regulon Specificity Score (RSS) [22]. Networks of the modules with TFs and their target genes were visualized by Cytoscape (v3.9.1) (https://cytoscape.org/).

### 2.10. Functional enrichment analysis

Functional annotation of genes was performed through Gene Ontology (GO) and KEGG pathway analysis using KOBAS 2.0 [23]. Statistical significance of term enrichment was determined by hypergeometric testing with Benjamini-Hochberg false discovery rate (FDR) correction.

### 2.11. Cell culture

The human renal proximal tubular epithelial cell line HK-2 was obtained from the China Center for Type Culture Collection (CCTCC, Wuhan, China). This cell line was cultured in MEM medium supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin and maintained in a cell culture incubator (Binder, Tuttlingen, Germany) at 37°C with 5% CO_2_.

### 2.12. Transmission electron microscopy

After obtaining kidney tissues, they were immediately fixed with electron microscopy fixative (Servicebio, Wuhan, China). Following a series of processing steps, morphological changes in mitochondria were observed using a transmission electron microscope (HT7800, Hitachi, Japan).

### 2.13. Detection of reactive oxygen species (ROS) levels

HK-2 cells in the logarithmic growth phase were seeded into 6-well plates and divided into the following groups: control group, TGF-β (2 ng/ml) group, and TGF-β (2 ng/ml) + EGT (400 μmol/L) group. TGF-β-treated HK-2 cells were used as an in vitro model of maladaptive tubular stress and profibrotic signaling to evaluate whether EGT could alleviate mitochondria-related injury responses in renal tubular epithelial cells. After 24 hours, the cells were treated with culture medium containing the aforementioned drugs for 48 hours. Subsequently, the cells were incubated with the DCFH-DA (S0033S, Beyotime, China) probe working solution for 30 minutes. Subsequently, the cells were washed three times with serum-free medium, and the intracellular fluorescence intensity of each group was observed using an inverted fluorescence microscope.

### 2.14. Mitochondrial membrane potential

HK-2 cells in the logarithmic growth phase were seeded into 6-well plates, divided into three groups and subjected to the corresponding treatments. Following the protocol of the mitochondrial membrane potential assay kit with JC-1 (C2003S, Beyotime, China), cells were stained under light-protected conditions. Finally, green JC-1 monomers and red JC-1 aggregates were observed using an inverted fluorescence microscope.

### 2.15. ATP level measurement

HK-2 cells in the logarithmic growth phase were seeded into 6-well plates, divided into three groups and subjected to the corresponding treatments. After washing with PBS, cells in each group were lysed by adding 200 µL of lysis buffer per well, followed by thorough homogenization and complete lysis using an ultrasonic disruptor. The bioluminescence intensity was measured with a microplate reader equipped with a luminescence detection function. Meanwhile, protein concentrations in each group were quantified using the BCA assay. The ATP content in the test samples was then calculated accordingly.

### 2.16. Quantitative real-time PCR

Total RNA was extracted from HK-2 cells using TRIzol reagent according to the manufacturer’s instructions. RNA concentration and purity were assessed using a spectrophotometer. Complementary DNA was synthesized using a reverse transcription kit. Quantitative real-time PCR was performed using SYBR Green PCR Master Mix on a real-time PCR detection system. The relative mRNA expression levels of target genes were calculated using the 2^−ΔΔCt^ method and normalized to GAPDH. The primer sequences used in this study were as follows: UQCR11 forward, 5′-GCTACCGGGAGCTGGTCAAG-3′; UQCR11 reverse, 5′-GTCCAGGATCAGCCGCCAAT-3′; COX6B1 forward, 5′-CTACAAGACCGCCCCTTTTGA-3′; COX6B1 reverse, 5′-GCAGAGGGACTGGTACACAC-3′; GAPDH forward, 5′-GAGAAGGCTGGGGCTCATTT-3′; and GAPDH reverse, 5′-AGTGATGGCATGGACTGTGG-3′.

### 2.17. Statistical analysis

All data are presented as means ± standard deviation (SD). Statistical analyses were performed using GraphPad Prism 8.0.1 software (San Diego, CA, USA). Student’s t-test was used for comparisons between two groups. One-way analysis of variance (ANOVA) with Tukey’s correction was used for comparisons between multiple groups. The pheatmap package (https://cran.r-project.org/web/packages/pheatmap/index.html) in R was used to perform the clustering based on Euclidean distance. *P* < 0.05 was considered statistically significant. The graphical abstract was created with BioGDP [24] and is provided in the S1 Fig.

## 3. Results

### 3.1. EGT treatment delayed AKI-to-CKD progression

After 8 weeks of modeling, both body weight (Fig 1A) and kidney weight (Fig 1B) were significantly decreased in the AKI-CKD group compared with the control group. Serum Cre (Fig 1C), BUN (Fig 1D), and urinary albumin-to-creatinine ratio (ACR; Fig 1E) were significantly increased in AKI-CKD mice compared with controls, indicating impaired renal function. Notably, these pathological changes were attenuated by EGT treatment (Fig 1A-E). Compared with the control group, HE and Masson staining revealed kidney injury, inflammatory infiltration, and subsequent interstitial fibrosis in kidney tissues from AKI-to-CKD mice. Notably, these histopathological changes were attenuated by EGT treatment (Fig 1F).

**Fig 1:**
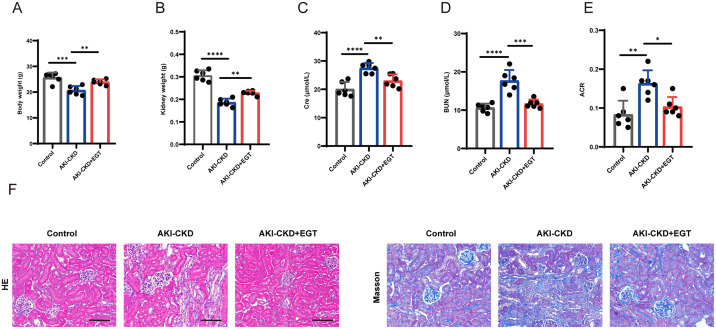
Effect of EGT on renal function and renal histopathologic injury in mice. **(A)** Body weight. **(B)** Kidney weight. **(C)** Cre. **(D)** BUN. **(E)** ACR. **(F)** Representative HE and Masson staining images. Scale bar = 100 μm. Data are expressed as mean ± SD, n = 6 mice per group, *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

### 3.2. Ergothioneine targets renal cell heterogeneity to mitigate AKI-to-CKD progression

To investigate the pathological mechanisms underlying AKI-to-CKD progression and the therapeutic mechanisms of ergothioneine, we performed single-cell RNA sequencing (scRNA-seq) on renal tissues from three groups of mice: the control group (control, n = 3), the model group (AKI-CKD, n = 3), and the model plus ergothioneine treatment group (AKI-CKD + EGT, n = 3). 

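Droplet-based scRNA-seq was performed on kidneys of 9 male mice, 3 per group. The AKI-CKD mice received 4 weekly injections of cisplatin at 8 mg/kg, the AKI-CKD + EGT mice also received EGT at 0.5 mg/mL in drinking water (about 100 mg/kg/day), and kidneys were taken after 8 weeks. For each mouse the authors deposited a matrix of raw UMI counts per gene and cell barcode, which they made from the reads with the PISA tool and did not normalize. The matrices of Control mice 1, 2 and 3 held 91626624, 101525691 and 91754168 UMIs, with a group median of 91754168. Those of AKI-CKD mice 1, 2 and 3 held 93203925, 72572073 and 95762055 UMIs, with a median of 93203925, and those of AKI-CKD + EGT mice 1, 2 and 3 held 70106161, 80336244 and 78221996, with a median of 78221996. Together they contained 216680 barcodes and 32427 genes, named by symbol. Cells were filtered, normalized, integrated and clustered with the settings of the methods section, with a change in the 2000 variable genes. The mitochondrially encoded, ribosomal protein and nuclear OXPHOS genes were kept out of them. Genes the results text names were also kept out, unless they are cell type markers. Cell types were rebuilt from marker lists fixed in advance, so their borders can differ from those of Fig 2A. A rule that left clusters led by haemoglobin or long neuronal genes unnamed was added after the clusters were seen. For comparisons between groups, raw UMI counts were summed per mouse and cell type and tested with edgeR's quasi-likelihood F test, with TMM normalization, edgeR's filter on low counts and Benjamini-Hochberg adjustment, in a fit of all 9 mice. The mouse was the replicate throughout, and no p-value over cells is given. Exact two-sided permutation tests of a single value were run on 3 mice against 3, where the smallest possible p is 0.1.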

After quality control, we obtained transcriptomic profiles for a total of 169,064 cells. 

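With at least 1000 UMIs, at least 500 genes and at most 15% mitochondrial UMIs, 196925 of the 216680 barcodes were kept, 74982 from Control, 65739 from AKI-CKD and 56204 from AKI-CKD + EGT mice. The minimums alone left 215077 barcodes, so the mitochondrial limit removed most of the excluded cells. The choice that moved the number most was a limit of 10%, which kept 176238 cells, and a limit of 20% kept 206923. Kept cells had a median of 2714 UMIs and 1147 genes, and 27882 genes had a UMI in at least 5 kept cells. The mitochondrial limit removed 7.43% ± 8.45 (SD, n = 3) of the cells that passed the minimums in Control, 3.77% ± 1.66 (SD, n = 3) in AKI-CKD and 13.6% ± 12.3 (SD, n = 3) in AKI-CKD + EGT mice. The spread between mice of a group was wide, from 0.909% in Control mouse 3 to 17.0% in Control mouse 1, and from 5.21% in AKI-CKD + EGT mouse 1 to 27.7% in AKI-CKD + EGT mouse 3. Exact two-sided permutation tests gave p = 0.9 for AKI-CKD against Control and p = 0.1 for AKI-CKD + EGT against AKI-CKD. Without Control mouse 1, the difference between AKI-CKD and Control changed from -3.66 to 1.11 percentage points.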

The single-cell transcriptome expression matrix of these 169,064 cells was normalized, subjected to principal component analysis (PCA) for dimensionality reduction, and the top 50 principal components were selected for UMAP dimensionality reduction and visualization. Through unbiased clustering analysis, we identified 28 cell subpopulations. 

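Clustering of the 196925 kept cells on 30 Harmony-corrected components, with 20 neighbours and a resolution of 1.1, gave 33 clusters. It gave 32 when no gene was kept out of the variable genes and 30 without the Harmony correction. The 12 clusters of the proximal tubule held 159639 cells, or 81.1% of those kept. DCT cells formed 3 clusters with 11849 cells (6.02%), and LOH cells formed 2 clusters with 8408 cells (4.27%). Depth differed between these types, with medians of 2831 UMIs per PT cell, 2095 per DCT cell and 2098 per LOH cell.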

Based on the characteristic marker genes of these clusters and referencing established marker gene databases from published literature, these subpopulations were annotated as 12 distinct cell types (Fig 2A). The relative expression of marker genes used for cell type annotation across different cells is shown in Fig 2B. 

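A cluster was given the cell type whose fixed markers were raised most in it, if at least 3 of them were at least 2 fold higher than in clusters of other types and no other type had more markers among its 10 leading genes. This named 28 of the 33 clusters as 13 cell types. Umod, Slc12a1 and Egf were among the leading genes of the LOH clusters, and Slc12a3, Pvalb and Calb1 among those of the DCT clusters. Outside the tubule, the macrophage class held 3481 cells with a median of 2521 UMIs and the endothelial class 3304 cells. Principal and intercalated cells of the collecting duct numbered 2558 and 1608, T cells 945, B cells 732, myofibroblasts 682 and podocytes 559. A class of cycling cells (1034) and a thin limb class (739) were also named. The other 5 clusters, with 1387 cells, did not meet the rule, were led by haemoglobin or long neuronal genes or had fewer than 50 cells, and were left out of the tests per cell type. Among them, a cluster led by haemoglobin genes made up 0.463% of the cells in Control, 0.0043% in AKI-CKD and 0.343% in AKI-CKD + EGT mice. A cluster led by long neuronal genes made up 0.116%, 0.114% and 0.309%. Single mice weighed heavily in these means. The haemoglobin cluster ranged from 0.0305% to 0.966% in Control and from 0.134% to 0.722% in AKI-CKD + EGT mice. The neuronal one ranged from 0.105% to 0.516% in AKI-CKD + EGT mice. The rule that left these clusters unnamed was set after the clusters were seen. Without it, the haemoglobin cluster (565 cells) would have been named PT and the neuronal one (333 cells) DCT.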

To investigate the transcriptomic changes among the three groups at the whole-organ level, we analyzed the functional enrichment of differentially expressed genes (DEGs) identified from the combined analysis of all cell types. 

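Across all kept cells, 20144 genes were tested in the sums per mouse. In AKI-CKD against Control, 4 genes had an adjusted p under 0.05 by edgeR, and 1616 had an unadjusted p under 0.05. Rlf fell from a mean of 28.2 CPM (counts scaled to the size of the library) in Control to 14.5 CPM in AKI-CKD mice (n = 3), with a log2 fold change of -0.96 (standard error 0.12, adjusted p = 0.0360 from edgeR). The other 3 genes, picked out after their values were seen, were raised: Ephx1 with a log2 fold change of 1.75, Phlda3 with 2.81 and Eda2r with 3.30, at adjusted p of 0.0173, 0.0186 and 0.0360 from edgeR. Eda2r was near the floor, at means of 0.108 CPM in Control and 1.07 CPM in AKI-CKD mice. With DESeq2, the alternative that moved the count most, 113 genes passed. Without Control mouse 1, 11 genes passed, and 0 passed without Control mouse 2, Control mouse 3, AKI-CKD mouse 2 or AKI-CKD mouse 3. In 3182 genes (15.8%) the 3 mice of a group did not overlap with those of the other, against 10% by chance. The paper's terms were followed through lists of genes fixed in advance, tested with limma's fry. The 13 mitochondrially encoded genes had a median log2 fold change of -0.57 (adjusted p = 0.406 from limma's fry), with 0 of 13 raised. The 80 nuclear genes for subunits of the respiratory chain and ATP synthase (nuclear OXPHOS genes) had a median of 0.28, with 77 raised (adjusted p = 0.133 from limma's fry), and the 85 ribosomal protein genes a median of 0.37, with 83 raised (adjusted p = 0.0808 from limma's fry). None of these passed after adjustment over the 24 tests of 3 lists, 4 populations and 2 comparisons. With limma's camera and its preset correlation of 0.01, all 24 tests passed, and none of those calls held under fry.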

Comparative analysis between the AKI-CKD and control groups revealed that upregulated DEGs were primarily enriched in presynaptic and postsynaptic translation processes, while downregulated DEGs showed significant enrichment in mitochondrial-related biological processes, including mitochondrial respiratory chain complex Ⅰ assembly, mitochondrial electron transport from NADH to ubiquinone, proton motive force-driven mitochondrial ATP synthesis, aerobic respiration, and electron transport coupled to proton transport. Similarly, in the AKI-CKD + EGT versus AKI-CKD comparison, upregulated DEGs were again enriched in both the aforementioned mitochondrial pathways and additional cytoplasmic translation-related processes, whereas downregulated DEGs demonstrated enrichment in synaptic translation processes. These findings collectively highlight distinct patterns of transcriptional regulation associated with disease progression and therapeutic intervention (Fig 2C).

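In AKI-CKD + EGT against AKI-CKD, Ccl21a was the only gene of the 20144 with an adjusted p under 0.05 in the sums of all cells, and 2556 genes had an unadjusted p under 0.05 by edgeR. Its 393 UMIs lay in 23 of the kept cells, and 4 endothelial cells held 94.9% of them, so its log2 fold change of 10.10 (standard error 0.83, adjusted p = 0.0193 from edgeR) describes very few cells. The gene was picked out after its values were seen. DESeq2 called 218 genes. The count fell to 0 when any mouse of the 2 groups except AKI-CKD mouse 2 was left out. In 3681 genes (18.3%) the mice of these groups did not overlap, where chance gives 10%. The mitochondrially encoded genes had a median log2 fold change of 0.75, with 13 of 13 raised (adjusted p = 0.255 from limma's fry). The nuclear OXPHOS genes had a median of -0.38, with 2 of 80 raised (adjusted p = 0.0633 from limma's fry over the 24 tests), and the ribosomal protein genes a median of -0.46, with 0 of 85 raised (adjusted p = 0.0622 from limma's fry). The last 2 lists passed the adjusted threshold without AKI-CKD + EGT mouse 1, with medians of -0.53 and -0.59.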

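The 3 lists were also followed in each mouse and cell type. In PT cells, mitochondrially encoded transcripts varied most among the Control mice. With no upper limit on them, they took up 8.13%, 4.72% and 1.64% of the UMIs in PT cells of Control mice 1, 2 and 3. The values were 3.82%, 3.56% and 2.38% in AKI-CKD mice and 4.33%, 5.48% and 8.21% in AKI-CKD + EGT mice. In DCT cells, these percentages spread most among AKI-CKD + EGT mice, from 3.79% to 13.1%, against 1.85% to 9.56% in Control mice. The level of the 13 genes in a mouse was shared by its cell types. Over the 9 mice, the level in LOH cells correlated with that in macrophages with Pearson's r = 0.995 (exact permutation p = 2.76e-06, 7.03e-05 after Benjamini-Hochberg adjustment over 51 relations) and Spearman's rho = 1.00 (exact permutation p = 5.51e-06). It was r = 0.990 without the 2 mice farthest from the median and r = 0.997 within groups. The lowest of the 9 such correlations, between PT cells and endothelial cells, had r = 0.875 (exact permutation p = 0.00262, 0.00702 adjusted) and rho = 0.933 (exact permutation p = 0.000750). For the ribosomal protein genes, the 9 correlations between tubule cells and endothelial cells, macrophages or T cells lay between r = 0.840 and r = 0.971. In macrophages, the median log2 fold changes of the mitochondrially encoded genes were -0.74 in AKI-CKD against Control and 0.94 in AKI-CKD + EGT against AKI-CKD.

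**Figure D1:**
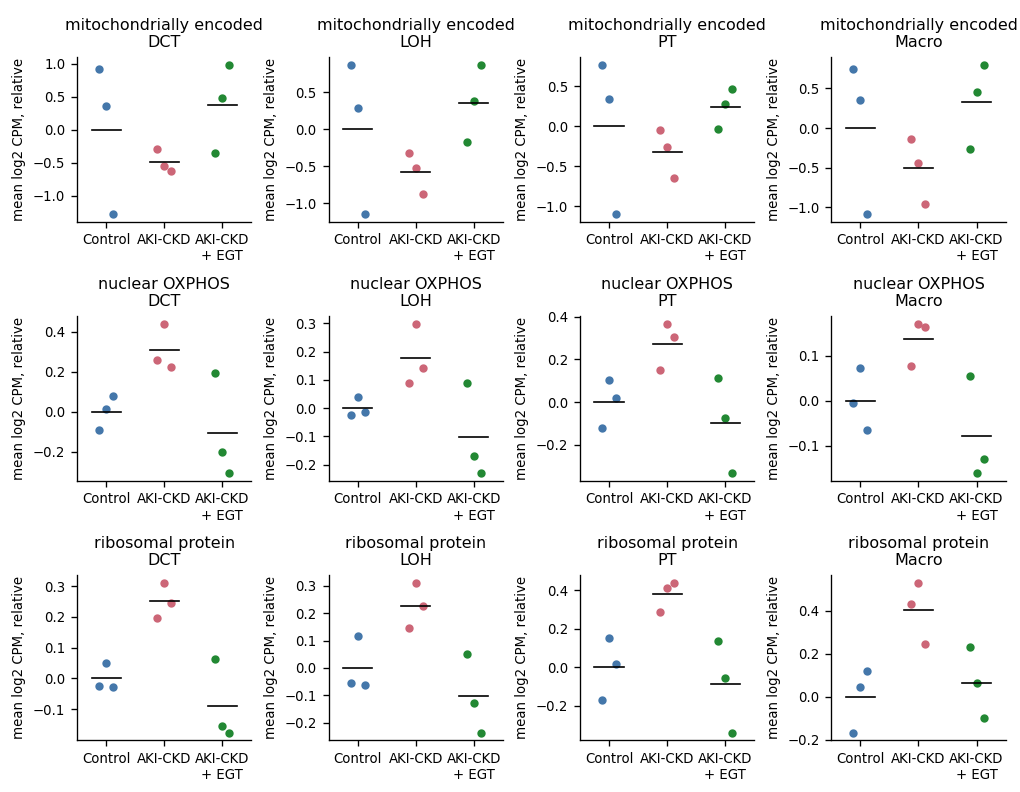
Mean log2 CPM of each list per mouse, relative to the mean of the Control mice, in DCT cells, LOH cells, PT cells and macrophages. Dots are mice and horizontal lines are means of 3 mice. The Control mice spread most for the mitochondrially encoded genes, in each of the cell types.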

**Fig 2:**
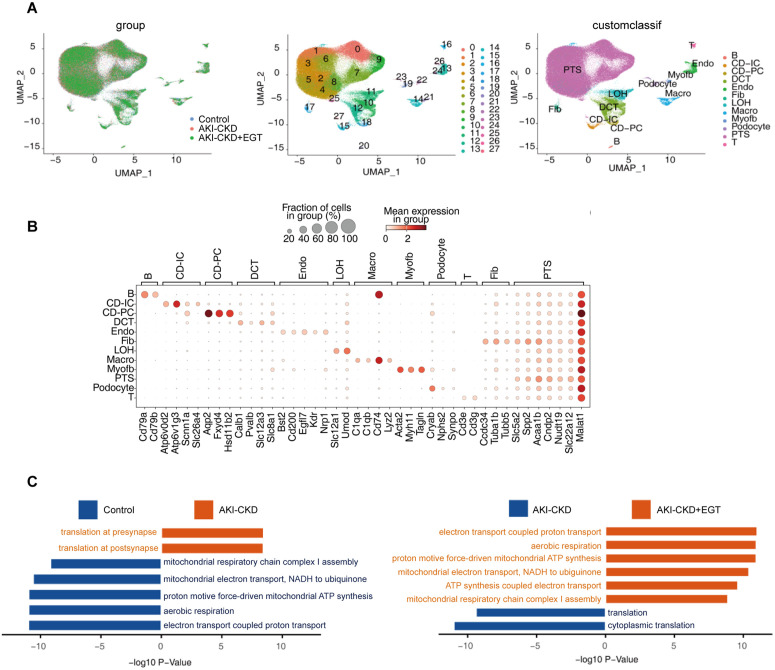
Cellular diversity in mouse kidneys delineated by single-cell transcriptomic analysis. **(A)** UMAP plot of single-cell transcriptomic profiles from Control, AKI-CKD, and AKI-CKD + EGT samples. Colors indicate cell clusters and annotations. **(B)** Dot plot showing expression of representative genes in each cell type. B, B cells; CD-IC, connecting tubule-intercalated cell; CD-PC, connecting tubule-principal cell; DCT, distal convoluted tubule; Endo, endothelial cells; Fib, fibroblast; LOH, loop of Henle; Macro, macrophages; Myofb, myofibroblast; PTS, segment of the proximal tubule; Podocyte, podocyte; T, T cells. **(C)** Bar plots showing the most enriched top 10 GO biological process results of upregulated and downregulated genes in AKI-CKD vs Control comparison and AKI-CKD + EGT vs AKI-CKD comparison.

### 3.3. EGT treatment is associated with partial preservation of mitochondria-related transcriptional programs in DCT cells during AKI-to-CKD progression

To elucidate the mechanism by which EGT-targeted DCT cells delay AKI-to-CKD progression, we further analyzed isolated DCT cells. 

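The distance between mice was measured in the summed counts of DCT cells as the root mean square difference in log2 CPM over the 11744 tested genes, with a prior count of 1. Pairs of mice from AKI-CKD and Control were 0.618 apart on average and pairs within these groups 0.575 (difference 0.0429, exact permutation p = 0.1). For AKI-CKD + EGT and AKI-CKD, pairs between groups were 0.624 apart and pairs within groups 0.553 (difference 0.0701, exact permutation p = 0.2). A prior count of 5 gave the largest change among the alternative settings, to a difference of 0.0606 for the second comparison. Without AKI-CKD + EGT mouse 3 that difference was 0.0125, and without AKI-CKD + EGT mouse 1 it was 0.138. A return toward Control was not tested. The AKI-CKD + EGT mice lay 0.437 to 0.610 from Control mouse 1 and the AKI-CKD mice 0.651 to 0.686. From Control mouse 2 it was 0.481 to 0.550 against 0.551 to 0.596. From Control mouse 3 the ranges overlapped, with 0.541 to 0.701 against 0.568 to 0.634.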

UMAP analysis revealed distinct spatial distribution differences in DCT cells between the AKI-CKD and Control groups, with partial restoration toward the normal state following EGT treatment (Fig 3A). 

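In DCT cells, Calb1 was measured at 1470 ± 979 CPM (SD, n = 3) in Control, 1355 ± 268 in AKI-CKD and 1117 ± 576 in AKI-CKD + EGT mice. Slc12a3 was measured at 2405 ± 497, 2640 ± 105 and 3133 ± 550 CPM, and Pvalb at 469 ± 167, 601 ± 173 and 508 ± 216 CPM. None of these differences between groups had an adjusted p under 0.05 by edgeR. The log2 fold change of Calb1 in AKI-CKD against Control, -0.12, became 0.55 without Control mouse 3. The same gene's change in AKI-CKD + EGT against AKI-CKD, -0.28, became 0.01 without AKI-CKD + EGT mouse 3, as that of Pvalb went from -0.24 to 0.05. For Slc12a3 in AKI-CKD against Control, 0.13 became -0.01 without Control mouse 3 and -0.15 without Harmony.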

The UMAP distribution of their marker genes, Calb1, Pvalb, and Slc12a3, is displayed in Fig 3B. Differential gene expression analysis of DCT cells across the three groups was performed. Volcano plots illustrating DEGs in AKI-CKD vs. Control and AKI-CKD + EGT vs. AKI-CKD are presented in S2A Fig. Functional enrichment analysis demonstrated that in AKI-CKD vs. Control, upregulated genes were associated with biological processes such as translation, mitochondrial electron transport chain, sodium ion homeostasis, and calcium ion homeostasis, whereas downregulated genes were enriched in respiratory electron transport, mitochondrial respiratory chain complex assembly, and aerobic respiration (S2B Fig). 

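In the summed counts of DCT cells, between 1738903 and 7629398 UMIs per mouse, no gene had an adjusted p under 0.05 in AKI-CKD against Control by edgeR's quasi-likelihood test, where the smallest adjusted p was 0.126. An unadjusted p under 0.05 was found for 1199 of the 11744 genes tested. DESeq2 called 9 genes, and edgeR without its filter on low counts called 270. On simulated counts with 200 genes changed by a log2 fold of 1 in this comparison, edgeR recovered 96. The AKI-CKD mice did not overlap with the Control mice in 1990 genes (16.9%, against 10% by chance). The mitochondrially encoded genes had a median log2 fold change of -0.74 (adjusted p = 0.406 from limma's fry) and 0 of 13 were raised, but Control mouse 3 lay below every AKI-CKD mouse in the mean level of the list. Of the 80 nuclear OXPHOS genes, 79 were raised, with a median of 0.32 (adjusted p = 0.124 from limma's fry). Of the 85 ribosomal protein genes, 80 were raised, with a median of 0.25 (adjusted p = 0.0622 from limma's fry). None of the 3 lists passed after adjustment over the 24 tests.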

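In AKI-CKD + EGT against AKI-CKD, edgeR's quasi-likelihood test called no gene in DCT cells either, with a smallest adjusted p of 0.243 and 1681 genes at an unadjusted p under 0.05. DESeq2 called 84 genes and edgeR without the filter on low counts 580. A single mouse decided the count, since 411 genes passed when AKI-CKD + EGT mouse 1 was left out. No overlap between these groups' mice was seen for 2162 genes (18.4%, with 10% by chance). The 13 mitochondrially encoded genes were all higher in AKI-CKD + EGT than in AKI-CKD mice, with a median log2 fold change of 1.06 (adjusted p = 0.244 from limma's fry), and mt-Nd6 had the largest, 1.58 (standard error 0.37, adjusted p = 0.243 from edgeR). The level of mt-Atp8 rose by 0.39 and fell by 0.01 without AKI-CKD + EGT mouse 3. The nuclear OXPHOS genes had a median of -0.42, with 1 of 80 raised (adjusted p = 0.0633 from limma's fry), and the ribosomal protein genes a median of -0.33, with 0 of 85 raised (adjusted p = 0.0622 from limma's fry). Both lists passed the adjusted threshold without AKI-CKD + EGT mouse 1, at medians of -0.61 and -0.40. The ribosomal protein genes also passed when no gene was kept out of the variable genes.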

For AKI-CKD + EGT vs. AKI-CKD, upregulated genes were linked to mitochondrial electron transport, mitochondrial respiratory chain complex assembly, and fructose metabolism, while downregulated genes were involved in translation, aerobic respiration, and notably, also mitochondrial respiratory chain complex assembly (S2B Fig). This observation can be explained by the complexity of the mitochondrial respiratory chain assembly process itself, which involves dozens of genes encoding structural subunits, assembly factors, and regulatory proteins [25,26]. In the dysregulated state of AKI-CKD, the expression of these components becomes uncoordinated, with some genes upregulated and others downregulated. Consequently, when performing pathway enrichment analysis, both the upregulated subset and the downregulated subset of genes can independently map to the same broad biological pathway. EGT treatment was associated with recalibration of this imbalanced expression profile toward a more homeostatic transcriptional state. Notably, compared with the Control group, 19 genes were downregulated in the AKI-CKD group and subsequently upregulated after EGT treatment, whereas another 19 genes were upregulated in AKI-CKD and downregulated post-EGT (Fig 3C). These genes may represent key targets through which EGT mitigates AKI-to-CKD progression. 

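No gene passed in both comparisons with opposite signs in DCT cells when mice were compared with edgeR. DESeq2 gave 3 such genes and edgeR without the filter on low counts, the alternative that moved the number most, 171. Without AKI-CKD + EGT mouse 1 there were 6. The fold change and percentage thresholds of the methods section, applied to pooled cells of each group, gave 0 genes that were lower in AKI-CKD and then higher with EGT. They gave 3 genes, named after their values were seen, that were higher and then lower: Wfdc2, Clu and Pcolce. Wfdc2 had a UMI in 50.3% of DCT cells in Control, 72.9% in AKI-CKD and 47.6% in AKI-CKD + EGT mice. Without the minimum difference in the percentage of expressing cells, 33 genes were lower and then higher and 16 higher and then lower. The number of genes in opposite directions, 3, was 0 without Control mouse 1 or AKI-CKD + EGT mouse 3, 1 without AKI-CKD mouse 1, and 5 without Control mouse 3 or AKI-CKD mouse 3. Across the tested genes, the log2 fold changes of the 2 comparisons had a correlation of r = -0.76. Genes are not independent replicates, and the AKI-CKD mice enter both comparisons with opposite signs, so unchanged groups simulated with the same sharing gave r = -0.55. Other groupings of the 9 mice into 3 groups, 25 with the real one, gave a median of r = -0.52 and a lowest value of -0.73. With each mouse left out, the correlation ranged from r = -0.81 (without AKI-CKD mouse 3) to r = -0.58 (without Control mouse 1).

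**Figure D2:**
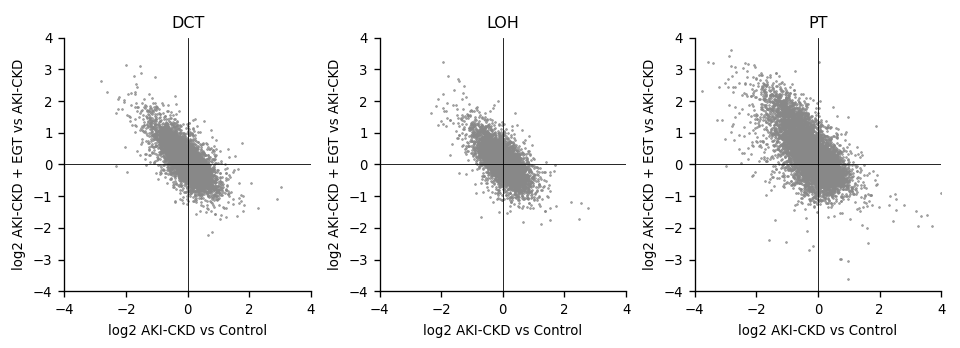
Log2 fold change of every tested gene in AKI-CKD against Control (horizontal axis) and in AKI-CKD + EGT against AKI-CKD (vertical axis), in DCT, LOH and PT cells. Dots are genes, and a negative slope is present without any change in expression because the AKI-CKD mice are shared.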

A heatmap depicting their expression patterns across the three groups is shown in Fig 3D. Functional enrichment revealed that these genes participate in proton motive force-driven mitochondrial ATP synthesis, electron transport-coupled proton transfer, aerobic respiration, mitochondrial respiratory chain complex assembly, mitochondrial electron transport (NADH to ubiquinone), ATP synthesis coupled to electron transport, cytoplasmic translation, cell adhesion, and lipid metabolic processes (Fig 3E). These differential gene expression patterns suggest that AKI-to-CKD progression is associated with dysregulation of mitochondria-related transcriptional programs in DCT cells, whereas EGT treatment is associated with partial normalization of these transcriptional alterations. 

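Of the 13 mitochondrially encoded genes, mt-Nd4 in DCT cells was measured at 3954 ± 2259 CPM (SD, n = 3) in Control, 2008 ± 256 in AKI-CKD and 4814 ± 1884 in AKI-CKD + EGT mice. Its log2 fold changes were -0.98 (standard error 0.39, adjusted p = 0.466) and 1.26 (standard error 0.39, adjusted p = 0.260 from edgeR), and its 3 AKI-CKD mice lay below the 3 AKI-CKD + EGT mice but not below the 3 Control mice. For none of the 13 genes did the AKI-CKD mice separate from the Control mice. From the genes of Fig 3C and D, mt-Nd4 among them in the heatmap, and their enriched terms, the paper proposes that mitochondria-related transcription is dysregulated in DCT cells and partly normalized under EGT.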

To investigate potential transcriptional regulators of these mitochondria-related genes, we analyzed differentially expressed transcription factors (TFs) in DCT cells. Notably, Zbtb20, Mafg, and Taf1 exhibited an initial upregulation followed by downregulation across the Control, AKI-CKD, and AKI-CKD + EGT groups, whereas Spi1, Irf5, Irf8, and Batf3 showed an opposite trend of initial downregulation followed by upregulation (Fig 3F). 

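The activity of regulons was not computed here, so the mRNA of the named factors in the summed counts of DCT cells is given. Zbtb20 was measured at 673 ± 94.5 CPM (SD, n = 3) in Control, 487 ± 90.7 in AKI-CKD and 633 ± 165 in AKI-CKD + EGT mice, with log2 fold changes of -0.47 (standard error 0.21, adjusted p = 0.485) and 0.38 (standard error 0.21, adjusted p = 0.423 from edgeR). Mafg, at 63.0 ± 18.8, 44.6 ± 11.1 and 72.8 ± 17.0 CPM, changed by -0.49 and then 0.70 (adjusted p = 0.520 and 0.271 from edgeR). Taf1 changed by 0.01 and -0.21, and its first change was -0.02 with the highest doublet scores left out. Irf8 rose in both comparisons, by 0.93 and 0.78 (adjusted p = 0.531 and 0.405 from edgeR), from 1.88 ± 1.14 CPM in Control to 6.22 ± 0.321 in AKI-CKD + EGT mice, but its first change was -0.01 without Harmony. Batf3 rose by 0.70 and fell by 0.87 (adjusted p = 0.621 and 0.406 from edgeR). Spi1 and Irf5 were below edgeR's filter and were not tested. Spi1 had a UMI in 0.110% of DCT cells, against 0.0915% of PT cells and 24.4% of macrophages, and Irf5 in 0.211%, against 0.493% of PT cells and 6.87% of macrophages. Irf8 had a UMI in 1.15% of DCT and 2.80% of PT cells. Median depths were 2095 UMIs in DCT, 2831 in PT and 2521 in macrophage cells, and shares at the level of PT cells are read as background. Batf3 was above it, with a UMI in 3.33% of DCT and 0.0821% of PT cells, or 1.27% and 0.0226% after thinning every cell to 1000 UMIs.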

Further analysis of their target genes revealed a regulatory network (Fig 3G). Among these targets, Cst3, Cyp4b1, and Malat1 were closely associated with oxidative phosphorylation, and their specific expression trends across the three groups are shown in Fig 3H. 

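In DCT cells, Cst3 was measured at 567 ± 58.2 CPM (SD, n = 3) in Control, 931 ± 151 in AKI-CKD and 511 ± 171 in AKI-CKD + EGT mice. Its log2 fold changes were 0.72 (standard error 0.22, adjusted p = 0.419) and -0.87 (standard error 0.22, adjusted p = 0.243 from edgeR), and the AKI-CKD mice lay above all mice of both other groups. Malat1 was measured at 8369 ± 2700, 4885 ± 439 and 10455 ± 5010 CPM, with changes of -0.78 (standard error 0.32, adjusted p = 0.471) and 1.10 (standard error 0.32, adjusted p = 0.248 from edgeR). Cyp4b1, at 1166 ± 213, 859 ± 395 and 1165 ± 414 CPM, changed by -0.44 and 0.44 (adjusted p = 0.659 and 0.557 from edgeR). On the scale of plain total UMIs, used to compare cell types, it is at 1162, 824 and 1207 CPM in DCT cells of the 3 groups, 1538, 1248 and 1440 in macrophages and 2320, 1989 and 2328 in PT cells, so part of its RNA in DCT cells can be free RNA from PT cells. The leave-one-out values kept their signs for these 3 genes in both comparisons. Adjusted over the list alone, 0 of the 11 tested genes that the text names for DCT cells passed in AKI-CKD against Control and 2, Cst3 and Malat1, in AKI-CKD + EGT against AKI-CKD, where 0 passed over all genes. The study chose this list on these samples, so the count over the list is not independent evidence. Mean levels on plain total UMIs also moved outside the tubule. Malat1 went from 7924 to 4129 to 9082 CPM in endothelial cells, from 5093 to 2448 to 6544 in macrophages and from 6872 to 2606 to 7233 in T cells. Cst3 went from 2269 to 3169 to 1857 CPM in endothelial and from 269 to 323 to 277 in T cells. In macrophages it went from 3603 to 4456 to 4462.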

Cst3 encodes cystatin C (CYSC), a well-established biomarker for estimating glomerular filtration rate (eGFR), the gold standard for renal function assessment [27]. Cyp4b1, a member of the cytochrome P450 enzyme family, is involved in fatty acid oxidation and related metabolic processes. Some cytochrome P450 enzymes have been implicated in mitochondrial dysfunction [28]. MALAT1 has been linked to mitochondrial structural and functional alterations, including mitochondrial copy number, oxidative phosphorylation, and mitophagy [29]. In summary, our findings suggest that DCT cells in AKI-to-CKD mice exhibit mitochondria-related transcriptional dysregulation, and that EGT treatment may partially preserve mitochondrial homeostasis in this tubular cell population.

**Fig 3:**
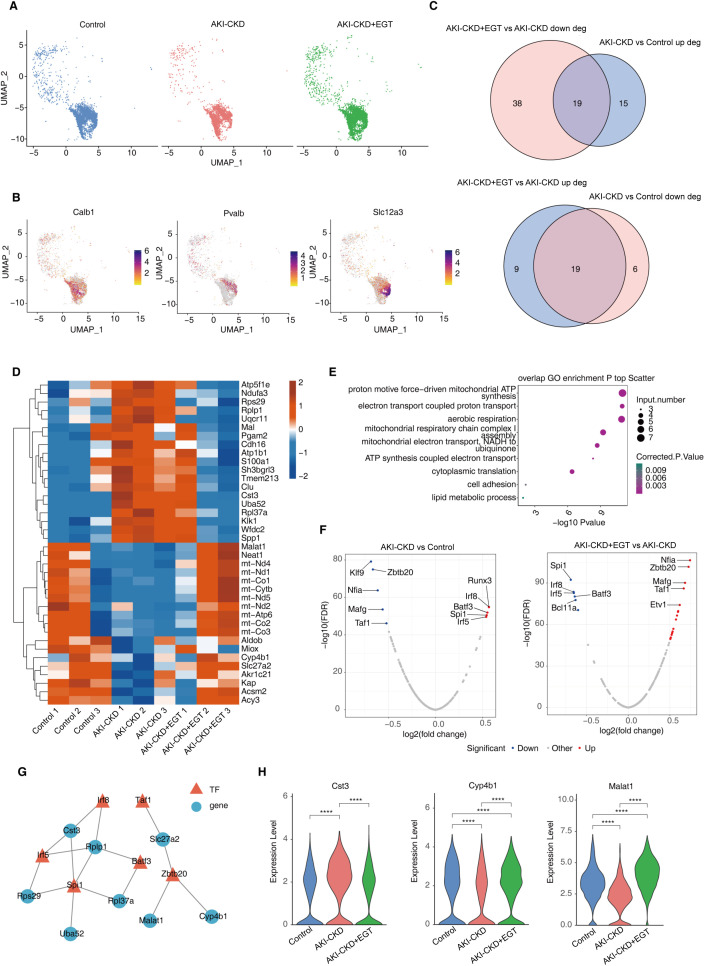
EGT treatment is associated with partial preservation of mitochondria-related transcriptional programs in DCT cells during AKI-to-CKD progression. **(A)** UMAP plot of DCT cells. Colors indicate sample groups. **(B)** UMAP plot showing the expression levels of marker genes in DCT cells. **(C)** The Venn diagram shows overlapping results of downregulated genes in AKI-CKD + EGT vs AKI-CKD and upregulated genes in AKI-CKD vs Control, upregulated genes in AKI-CKD + EGT vs AKI-CKD and downregulated genes in AKI-CKD vs Control. **(D)** The heatmap diagram showing the expression profile of overlapped DEGs in Fig 3C. **(E)** The bubble plot showing the most enriched GO results of overlapped DEGs in Fig 3C. **(F)** The volcano plot showing differential transcription regulons in two comparison groups (AKI-CKD vs Control and AKI-CKD + EGT vs AKI-CKD). Blue represents down-regulation, red represents up-regulation. **(G)** Network showing six DE-TFs and their target DEGs. **(H)** Violin plot showing the expression levels of Cst3, Cyp4b1, and Malat1 in each sample group in DCT cells.

### 3.4. EGT treatment is associated with partial preservation of mitochondria-related transcriptional programs in LOH cells during AKI-to-CKD progression

To investigate the mechanism by which EGT affects LOH cells during AKI-to-CKD progression, we isolated LOH cells for further analysis. UMAP analysis revealed a significant reduction in LOH cell numbers in the AKI-CKD group, while EGT treatment partially restored the LOH cell population (Fig 4A). 

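LOH cells made up 4.21% ± 0.655 (SD, n = 3) of the kept cells in Control, 2.98% ± 0.984 in AKI-CKD and 6.06% ± 3.66 in AKI-CKD + EGT mice. Per mouse, the shares were 4.86%, 4.23% and 3.55% in Control mice 1, 2 and 3, then 2.19%, 4.08% and 2.66% in AKI-CKD mice, and 3.33%, 4.64% and 10.2% in AKI-CKD + EGT mice. The difference was -1.24 percentage points for AKI-CKD against Control (exact permutation p = 0.2) and 3.09 for AKI-CKD + EGT against AKI-CKD (exact permutation p = 0.2), both within the spread of single mice. Without AKI-CKD + EGT mouse 3, the latter was 1.01. The share of all cells depends on the other types, and PT cells made up 82.8% ± 2.26 (SD, n = 3) in Control, 86.3% ± 4.29 in AKI-CKD and 71.8% ± 13.3 in AKI-CKD + EGT mice, with 57.0% in AKI-CKD + EGT mouse 3. Among cells outside the PT class, LOH cells made up 24.5% ± 0.673 (SD, n = 3), 21.8% ± 3.14 and 20.7% ± 2.61, with a difference between AKI-CKD + EGT and AKI-CKD of -1.09 points (exact permutation p = 0.7). Without the Harmony correction, the setting that moved the share most, the same difference was 20.5 points of all cells. The LOH class without Harmony therefore held partly other cells. DCT cells made up 5.21% ± 1.04 (SD, n = 3), 3.80% ± 1.43 and 10.1% ± 5.84 of all kept cells.

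**Figure D3:**
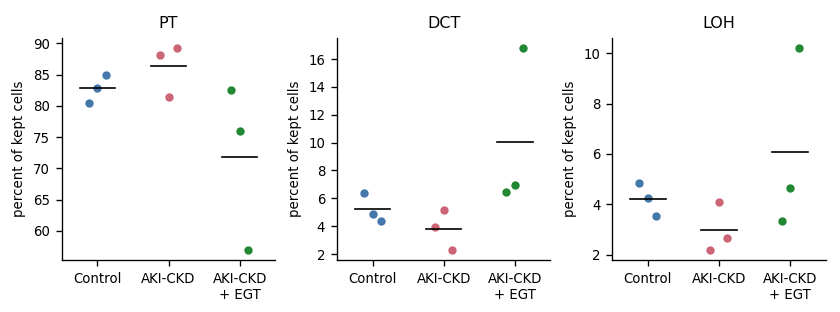
Percentage of kept cells in the PT, DCT and LOH classes per mouse. Dots are mice, horizontal lines are means of 3 mice, and the vertical axes do not start at 0. AKI-CKD + EGT mouse 3 stands apart, with the lowest PT share (57.0%) and the highest LOH share (10.2%).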

The UMAP distribution of LOH marker genes, Umod and Slc12a1, is shown in Fig 4B. 

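Umod in LOH cells was measured at 3211 ± 257 CPM (SD, n = 3) in Control, 5216 ± 422 in AKI-CKD and 3221 ± 1575 in AKI-CKD + EGT mice. Its log2 fold changes were 0.70 (standard error 0.25, adjusted p = 0.417) and -0.70 (standard error 0.25, adjusted p = 0.289 from edgeR), and all AKI-CKD mice lay above all Control mice. Slc12a1, at means of 1318, 1702 and 1402 CPM, changed by 0.37 and -0.28 (adjusted p = 0.511 and 0.547 from edgeR).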

Differential gene expression analysis of LOH cells was performed between AKI-CKD vs Control and AKI-CKD + EGT vs AKI-CKD groups, with volcano plots presented in S3A Fig. Functional enrichment analysis demonstrated that in AKI-CKD vs Control comparisons, upregulated genes were primarily associated with translation, mitochondrial electron transport chain, sodium ion homeostasis, and ribosomal small subunit assembly, while downregulated genes were enriched in respiratory electron transport chain, mitochondrial respiratory chain complex assembly, and aerobic respiration (S3B Fig). 

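The summed counts of LOH cells allowed 10898 genes to be tested. In AKI-CKD against Control, 2 genes had an adjusted p under 0.05 by edgeR and 1063 an unadjusted p under 0.05. Resf1 fell from 66.5 ± 14.1 CPM (SD, n = 3) to 21.0 ± 2.21, a log2 fold change of -1.65 (standard error 0.23, adjusted p = 0.0262 from edgeR), and was 33.0 ± 9.35 in AKI-CKD + EGT mice. Phlda3, picked out after its values were seen, rose by 2.78 (standard error 0.41, adjusted p = 0.0268 from edgeR). Without Control mouse 1, Control mouse 3 or AKI-CKD mouse 2, 0 genes passed, and 1 passed without Control mouse 2. DESeq2 called 17 genes, edgeR without its filter 190, and clustering without Harmony led to 33 in an LOH class of partly other cells. The groups' mice did not overlap in 1733 genes (15.9%, against 10% by chance). The mitochondrially encoded genes had a median log2 fold change of -0.78, with 0 of 13 raised (adjusted p = 0.336 from limma's fry). The nuclear OXPHOS genes had a median of 0.19 with 73 of 80 raised, and the ribosomal protein genes one of 0.23 with 81 of 85 raised (adjusted p = 0.0961 from limma's fry over the 24 tests).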

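For AKI-CKD + EGT against AKI-CKD, edgeR called 0 genes in LOH cells, with a smallest adjusted p of 0.0934 and 1341 genes at an unadjusted p under 0.05. DESeq2 called 60, edgeR without the filter on low counts 336, and clustering without Harmony, which moved the count most, led to 638. The class without Harmony held partly other cells, so the 638 genes do not describe the same population. Without AKI-CKD + EGT mouse 1, 77 genes passed, and 1 passed without AKI-CKD mouse 2 or 3. The share of genes without overlap between mice was 15.4% (1678 genes, with 10% by chance). All 13 mitochondrially encoded genes were raised, with a median of 1.10 (adjusted p = 0.178 from limma's fry). The largest change was that of mt-Nd6, from 8.45 ± 1.49 to 31.3 ± 5.24 CPM (SD, n = 3), a log2 fold change of 1.89 (standard error 0.36, adjusted p = 0.110 from edgeR). For mt-Atp8, the change of 0.36 became -0.05 without AKI-CKD + EGT mouse 3. The nuclear OXPHOS genes had a median of -0.29, with 4 of 80 raised (adjusted p = 0.0633 from limma's fry). It passed without AKI-CKD + EGT mouse 1, with a median of -0.39.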

For AKI-CKD + EGT vs AKI-CKD comparisons, the upregulated genes showed enrichment in mitochondrial electron transport chain and mitochondrial respiratory chain complex assembly, whereas downregulated genes were involved in translation, ribosomal small subunit assembly, and mitochondrial respiratory chain complex assembly (S3B Fig). Furthermore, compared with the control group, 17 genes were downregulated in the AKI-CKD group and subsequently upregulated after EGT treatment, while 30 genes showed the opposite trend (upregulated in AKI-CKD and downregulated post-EGT) (Fig 4C). 

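In LOH cells, 0 genes passed edgeR's test in both comparisons with opposite signs. DESeq2 gave 6, clustering without Harmony 27 in an LOH class of partly other cells, and edgeR without the filter on low counts 87. Leaving out AKI-CKD mouse 3 gave 1. With the thresholds of the methods section on pooled cells, 0 genes were lower in AKI-CKD and then higher with EGT. Wfdc2, named after its values were seen, was higher and then lower. The number in opposite directions was 2 without Control mouse 3, AKI-CKD mouse 1 or AKI-CKD + EGT mouse 1. Without the minimum difference in expressing cells, 18 genes were lower and then higher and 15 higher and then lower. The fold changes of the 2 comparisons had r = -0.70 across genes, against r = -0.54 in simulated unchanged groups that share the AKI-CKD mice and a lowest value of -0.65 in other groupings of the 9 mice. With each mouse left out, the correlation ranged from r = -0.76 (without AKI-CKD mouse 3) to r = -0.59 (without Control mouse 1).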

The expression patterns of these genes across the three groups are presented as a heatmap in Fig 4D. Functional enrichment analysis revealed their involvement in cytoplasmic translation, proton motive force-driven mitochondrial ATP synthesis, translation (both presynaptic and postsynaptic), and electron transport-coupled proton transfer (Fig 4E). These findings suggest that AKI-to-CKD progression is associated with dysregulation of mitochondria-related transcriptional programs in LOH cells, whereas EGT treatment is associated with partial normalization of these transcriptional alterations. Additionally, we observed compromised translational function in LOH cells, evidenced by significant differential expression of ribosomal-related genes (Figs 4C-D). 

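The level of mt-Nd4 in LOH cells was 4271 ± 2329 CPM (SD, n = 3) in Control, 2213 ± 350 in AKI-CKD and 5174 ± 1602 in AKI-CKD + EGT mice, with log2 fold changes of -0.95 (standard error 0.33, adjusted p = 0.405) and 1.23 (standard error 0.33, adjusted p = 0.190 from edgeR). As a share of UMIs with no upper limit per cell, mitochondrially encoded transcripts took up 9.42%, 5.80% and 2.12% in Control mice 1, 2 and 3, then 3.89%, 3.59% and 2.79% in AKI-CKD mice, and 4.32%, 7.22% and 11.3% in AKI-CKD + EGT mice. Control mouse 3 thus had a lower share than the 3 AKI-CKD mice. From the genes in opposite directions and their enriched terms (Fig 4C-E), the paper proposes that mitochondria-related transcription in LOH cells is dysregulated in AKI-to-CKD progression and partly normalized with EGT.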

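Of the 85 ribosomal protein genes in LOH cells, 2 were higher in AKI-CKD + EGT than in AKI-CKD mice, and the median log2 fold change was -0.32 (adjusted p = 0.0622 from limma's fry over the 24 tests). It lay between -0.41, without AKI-CKD + EGT mouse 1, where it passed, and -0.25, without AKI-CKD + EGT mouse 3. In the opposite comparison, AKI-CKD against Control, all 3 AKI-CKD mice had a higher mean level of the list than all 3 Control mice. The same list in macrophages had medians of 0.41 and -0.33.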

To identify potential transcriptional regulators of these translation- and mitochondria-associated genes, we analyzed differentially expressed TFs in LOH cells. Notably, Batf3, Bcl11a, Irf8, and Irf5 exhibited an initial upregulation followed by downregulation across the Control, AKI-CKD, and AKI-CKD + EGT groups, whereas Mafg, Bclaf1, and Nfia displayed an opposite trend (Fig 4F). 

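As mRNA in LOH cells, Nfia was measured at 75.3 ± 12.6 CPM (SD, n = 3) in Control, 49.0 ± 6.34 in AKI-CKD and 80.3 ± 28.9 in AKI-CKD + EGT mice, with log2 fold changes of -0.63 (standard error 0.23, adjusted p = 0.420) and 0.74 (standard error 0.23, adjusted p = 0.214 from edgeR). Mafg, at 72.5 ± 8.71, 59.9 ± 6.35 and 73.5 ± 6.51 CPM, changed by -0.28 and 0.30 (adjusted p = 0.600 and 0.450 from edgeR), and for both genes the AKI-CKD mice lay below all mice of the other groups. Bclaf1 changed by -0.04 and -0.03, and the first became 0.06 without AKI-CKD mouse 3 and 0.02 without Control mouse 1, the second 0.08 without AKI-CKD + EGT mouse 1 and 0.04 without AKI-CKD mouse 1. Irf8 changed by 0.37 and 0.95 (adjusted p = 0.878 and 0.433 from edgeR), the first being -0.04 without AKI-CKD mouse 1 and -0.01 without Control mouse 3. Batf3, Bcl11a and Irf5 were below edgeR's filter. Bcl11a had a UMI in 2 LOH cells, Batf3 in 56 (0.666%) and Irf5 in 25 (0.297%). The share of Irf8 was 1.13%, below that of PT cells. At median depths of 2098 UMIs in LOH and 2831 in PT cells, the shares of Irf5 and Irf8 in LOH cells did not exceed those of PT cells and are read as background. A change of Bcl11a or Irf5 was not detectable at this depth.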

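Cst3 in LOH cells was measured at 503 ± 38.0 CPM (SD, n = 3) in Control, 669 ± 23.8 in AKI-CKD and 452 ± 89.2 in AKI-CKD + EGT mice, with log2 fold changes of 0.41 (standard error 0.15, adjusted p = 0.422) and -0.57 (standard error 0.15, adjusted p = 0.190 from edgeR). Malat1, at 6703 ± 1726, 4720 ± 1815 and 9016 ± 4870 CPM, changed by -0.51 and 0.93 (adjusted p = 0.662 and 0.292 from edgeR). Cyp4b1, at 1647 ± 411, 1263 ± 577 and 1579 ± 500 CPM, changed by -0.38 and 0.32 (adjusted p = 0.725 and 0.713 from edgeR), and the latter was -0.01 without AKI-CKD mouse 2. Over the 9 mice, the level of 20 genes of PT cells in LOH cells correlated with their level in macrophages, with r = 0.895 (exact permutation p = 0.00106, 0.00417 adjusted) and rho = 0.833 (exact permutation p = 0.00827), and r = 0.731 without the 2 farthest mice. With intercalated cells of the collecting duct it was r = 0.532 (exact permutation p = 0.136, 0.158 adjusted). Free RNA can contribute to Cyp4b1 in LOH cells. Adjusted over the list alone, 0 and 4 of the tested genes named for LOH cells passed in the 2 comparisons, against 0 over all genes. The 4 were Umod, Nfia, Cst3 and Malat1, and this list too was chosen by the study on these samples. Mean levels of Malat1 and Cst3 moved in the same directions in endothelial and T cells, and Malat1 also in macrophages. Their changes are thus not shown to be particular to LOH cells.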

Subsequent analysis of their target genes revealed a regulatory network (Fig 4G), with Cst3, Cyp4b1, and Malat1 being closely associated with oxidative phosphorylation (Fig 4H). In summary, our results suggest that LOH cells in AKI-to-CKD mice exhibit mitochondria-related transcriptional dysregulation, and that EGT treatment may contribute to partial preservation of mitochondrial homeostasis in this cell population.

**Fig 4:**
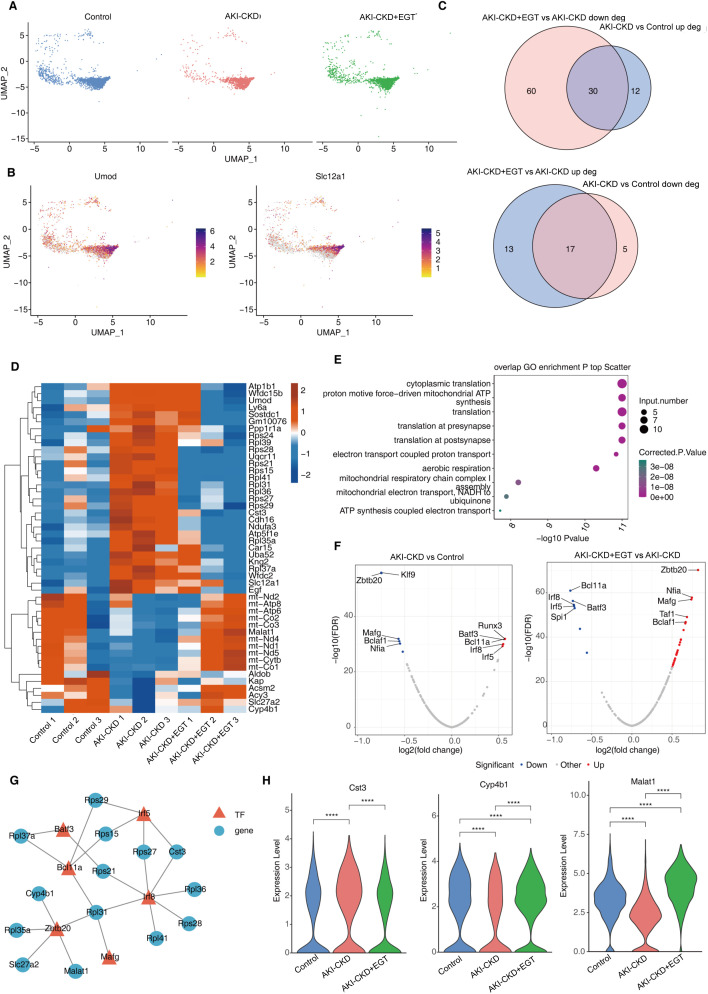
EGT treatment is associated with partial preservation of mitochondria-related transcriptional programs in LOH cells during AKI-to-CKD progression. **(A)** UMAP plot of LOH cells. Colors indicate sample groups. **(B)** UMAP plot showing the expression levels of marker genes in LOH cells. **(C)** The Venn diagram shows overlapping results of down-regulated genes in AKI-CKD + EGT vs AKI-CKD and up-regulated genes in AKI-CKD vs Control, up-regulated genes in AKI-CKD + EGT vs AKI-CKD and down-regulated genes in AKI-CKD vs Control. **(D)** The heatmap diagram showing the expression profile of overlapped DEGs in **C. (E)** The bubble plot showing the most enriched GO results of overlapped DEGs in **C. (F)** Volcano plot showing differential transcription regulons in two comparison groups (AKI-CKD vs Control and AKI-CKD + EGT vs AKI-CKD). Blue represents down-regulation, red represents up-regulation. **(G)** Network showing six DE-TFs and their target DEGs. **(H)** Violin plot showing the expression levels of Cst3, Cyp4b1, and Malat1 in each sample group in LOH cells.

### 3.5. EGT treatment is associated with partial preservation of mitochondria-related transcriptional programs in PT cells during AKI-to-CKD progression

To investigate the mechanism by which EGT affects PT cells during AKI-to-CKD progression, we isolated PT cells for further analysis. UMAP analysis revealed spatial distribution differences in PT cells between the AKI-CKD and Control groups, with partial restoration toward the normal state following EGT treatment (Fig 5A). 

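In the summed counts of PT cells, over 17925 genes, pairs of mice from AKI-CKD and Control had a distance of 0.678 and pairs within these groups 0.617 (difference 0.0616, exact permutation p = 0.1). Pairs from AKI-CKD + EGT and AKI-CKD had a distance of 0.735 and pairs within these groups 0.630 (difference 0.104, exact permutation p = 0.1). The second difference was 0.215 without AKI-CKD + EGT mouse 1 and 0.0449 without AKI-CKD mouse 3. The first was 0.105 without Control mouse 3 and 0.0220 without AKI-CKD mouse 3. A return toward Control was not tested here either. The AKI-CKD + EGT mice lay 0.559 to 0.732 from Control mouse 1 and the AKI-CKD mice 0.721 to 0.872. From Control mouse 2 it was 0.552 to 0.709 against 0.557 to 0.680, and from Control mouse 3 0.661 to 0.919 against 0.593 to 0.709.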

The UMAP distribution of PT cell marker genes, Acaa1b, Cndp2, Malat1, Nudt19, Slc5a2, Slc22a12, and Spp2, is shown in Fig 5B. 

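Spp2 in PT cells was measured at 628 ± 165 CPM (SD, n = 3) in Control, 1098 ± 267 in AKI-CKD and 782 ± 272 in AKI-CKD + EGT mice, with log2 fold changes of 0.81 (standard error 0.28, adjusted p = 0.387) and -0.49 (standard error 0.28, adjusted p = 0.429 from edgeR). Slc5a2 changed by 0.43 and -0.37, Acaa1b by 0.34 and -0.26, Cndp2 by -0.27 and -0.34, and Slc22a12 by -0.08 and -0.08, the last becoming 0.00122 without AKI-CKD mouse 3. Nudt19 changed by -0.32, or 0.02 without AKI-CKD mouse 2, and by -0.03, or 0.39 without AKI-CKD mouse 3, 0.12 without AKI-CKD + EGT mouse 1 and 0.06 without AKI-CKD + EGT mouse 3. Malat1 was measured at 8604 ± 1215, 5765 ± 3239 and 8109 ± 3256 CPM and changed by -0.58 and 0.49. None of the 7 genes had an adjusted p under 0.05 by edgeR.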

Differential gene expression analysis of PT cells across the three groups was performed. 

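In AKI-CKD against Control, edgeR called 8 of the genes tested in PT cells, and 1936 had an unadjusted p under 0.05. Cdkn1a rose from 7.45 ± 3.17 CPM (SD, n = 3) to 85.9 ± 36.8, a log2 fold change of 3.53 (standard error 0.47, adjusted p = 0.0357 from edgeR), and was 28.5 ± 13.4 CPM in AKI-CKD + EGT mice. Rlf fell from 28.5 ± 2.28 to 14.4 ± 1.55 CPM, a log2 fold change of -0.99 (standard error 0.12, adjusted p = 0.0217 from edgeR). The other 6 genes were raised and were picked out after their values were seen: Ephx1 by 3.19, Phlda3 by 3.23, Serpine2 by 2.79, 4833428L15Rik by 3.70, Psrc1 by 2.54 and Eda2r by 3.34, at adjusted p from 0.00532 to 0.0456. For all 8 genes, the AKI-CKD mice did not overlap with the Control mice, as in 3600 genes (20.1%, against 10% by chance). Levels of 4833428L15Rik, Psrc1 and Eda2r were near the floor. Their means were 0.0653, 0.225 and 0.104 CPM in Control and 0.876, 1.32 and 1.06 CPM in AKI-CKD mice. DESeq2 called 182 genes and edgeR without its filter 23. Without Control mouse 2, 0 genes passed, without AKI-CKD mouse 2 or 3 it was 1, without Control mouse 3 it was 2, and without AKI-CKD mouse 1 it was 5. The mitochondrially encoded genes had a median of -0.51 (adjusted p = 0.443 from limma's fry), the nuclear OXPHOS genes one of 0.30 with 78 of 80 raised, and the ribosomal protein genes one of 0.38 with 83 of 85 raised (adjusted p = 0.0739 from limma's fry).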

Volcano plots illustrating DEGs in AKI-CKD vs. Control and AKI-CKD + EGT vs. AKI-CKD are presented in S4A Fig. Functional enrichment analysis demonstrated that in AKI-CKD vs Control comparisons, upregulated genes were primarily associated with translation at presynapse, translation at postsynapse, and cytoplasmic translation, while downregulated genes were enriched in regulation of protein localization, positive regulation of protein import into nucleus, cellular response to heat, positive regulation of cell size, ATP synthesis coupled electron transport, mitochondrial respiratory chain complex I assembly, proton motive force−driven mitochondrial ATP synthesis, aerobic respiration, mitochondrial electron transport, NADH to ubiquinone, and electron transport coupled proton transport (S4B Fig). 

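For AKI-CKD + EGT against AKI-CKD in PT cells, edgeR called 0 genes, with a smallest adjusted p of 0.226 and 2676 genes at an unadjusted p under 0.05. DESeq2 called 406, and edgeR called 114 without AKI-CKD + EGT mouse 1 and 1 without AKI-CKD mouse 2. No overlap was found for 3761 genes (21.0%, with 10% by chance). Of the 13 mitochondrially encoded genes, 12 were raised, with a median of 0.64 (adjusted p = 0.296 from limma's fry). The exception was mt-Atp8, at 0.00 within 2 decimals, and mt-Nd2 and mt-Nd3, at 0.04 and 0.02, were -0.11 and -0.11 without Harmony and -0.19 and -0.14 without AKI-CKD mouse 3. Other mice also turned the signs of these 3 genes when left out. The nuclear OXPHOS genes had a median of -0.37, with 2 of 80 raised, and the ribosomal protein genes one of -0.46 (adjusted p = 0.0633 and 0.0622 from limma's fry). Both lists passed without that first AKI-CKD + EGT mouse, with medians of -0.51 and -0.59.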

For AKI-CKD + EGT vs AKI-CKD comparisons, the upregulated genes showed enrichment in electron transport coupled proton transport, aerobic respiration, proton motive force−driven mitochondrial ATP synthesis, mitochondrial electron transport, NADH to ubiquinone, ATP synthesis coupled electron transport, mitochondrial respiratory chain complex I assembly, mitochondrial electron transport, cytochrome c to oxygen, respiratory electron transport chain, positive regulation of apoptotic process, and negative regulation of apoptotic process, whereas downregulated genes were involved in rRNA processing, ribosomal small subunit biogenesis, translation at postsynapse, translation at presynapse, ribosomal small subunit assembly, maturation of SSU − rRNA, translation, and cytoplasmic translation (S4B Fig). Furthermore, compared with the control group, 5 genes were downregulated in the AKI-CKD group and subsequently upregulated after EGT treatment (Fig 5C). 

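In PT cells, 0 genes passed edgeR's test in both comparisons with opposite signs, while DESeq2 gave 55, and 5 passed without AKI-CKD + EGT mouse 1. The thresholds of the methods section on pooled cells gave 0 genes in AKI-CKD against Control and 3, named after their values were seen, in AKI-CKD + EGT against AKI-CKD: Klk1, S100g and Neat1. The first 2 are genes of distal cells, and their UMIs in PT cells followed the share of distal cells in a mouse. Without the minimum difference in expressing cells, 8 genes were lower in AKI-CKD and then higher with EGT and 0 the other way. Across genes, the 2 comparisons had r = -0.70, where simulated unchanged groups gave r = -0.50 and other groupings of the 9 mice reached -0.80.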

The expression patterns of these genes across the three groups are presented as a heatmap in Fig 5D. Functional enrichment analysis revealed their involvement in electron transport coupled proton transport, mitochondrial electron transport NADH to ubiquinone, aerobic respiration, proton motive force-driven mitochondrial ATP synthesis, mitochondrial respiratory chain complex I assembly, and ATP synthesis coupled electron transport (Fig 5E). These findings suggest that AKI-to-CKD progression is associated with dysregulation of oxidative phosphorylation- and electron transport chain-related transcriptional programs in PT cells, whereas EGT treatment is associated with partial normalization of these mitochondria-related transcriptional alterations. 

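For mt-Nd4 in PT cells, 3239 ± 1620 CPM (SD, n = 3) in Control, 2073 ± 368 in AKI-CKD and 3600 ± 417 in AKI-CKD + EGT mice gave log2 fold changes of -0.64 (standard error 0.33, adjusted p = 0.497) and 0.80 (standard error 0.34, adjusted p = 0.308 from edgeR). The 3 AKI-CKD + EGT mice lay above the 3 AKI-CKD mice, whereas Control mouse 3 lay below all of them at 1529 CPM. The change of mt-Nd1 in AKI-CKD against Control, -0.51, was 0.06 without Control mouse 1. For mt-Nd3 it was -0.10, or 0.22 without Control mouse 2, 0.09 without Control mouse 1 and 0.06 without AKI-CKD mouse 3, and for mt-Atp8 -0.40, or 0.19 without Control mouse 1. From the genes of Fig 5C and their enriched terms, the paper proposes that transcription for oxidative phosphorylation is dysregulated in PT cells and partly normalized under EGT.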

To identify potential transcriptional regulators of these translation- and mitochondria-associated genes, we analyzed differentially expressed TFs in PT cells (Fig 5F). 

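Cox6b1 and Uqcr11 in PT cells were both highest in AKI-CKD mice. Cox6b1 was measured at 1448 ± 85.2 CPM (SD, n = 3) in Control, 1868 ± 187 in AKI-CKD and 1116 ± 335 in AKI-CKD + EGT mice, with log2 fold changes of 0.37 (standard error 0.22, adjusted p = 0.532) and -0.74 (standard error 0.22, adjusted p = 0.232 from edgeR). Uqcr11 was measured at 1370 ± 219, 1906 ± 262 and 1163 ± 46.1 CPM, with changes of 0.48 (standard error 0.17, adjusted p = 0.390) and -0.71 (standard error 0.17, adjusted p = 0.226 from edgeR). For both genes, the AKI-CKD mice lay above all mice of the other groups, and the signs held with each mouse left out. Adjusted over the list alone, 0 of the 9 genes the text names for PT cells passed in AKI-CKD against Control and both of these in AKI-CKD + EGT against AKI-CKD, against 0 over all genes. The study chose the list on these samples.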

Subsequent analysis of their target genes revealed a regulatory network (Fig 5G), with Cox6b1 and Uqcr11 being closely associated with oxidative phosphorylation, and their specific expression trends across the three groups are shown in Fig 5H. Cytochrome c oxidase subunit 6B1 (Cox6b1) is one of the subunits of the cytochrome c oxidase (COX). The principal role of Cox6b1 is to connect two COX monomers to form a dimer, serving a role in the cellular respiratory chain [30]. Uqcr11, a key subunit of the mitochondrial respiratory chain complex, is integral to maintaining mitochondrial function and integrity. It contributes to the regulation of the mitochondrial network, energy metabolism, and cellular oxidative phosphorylation processes [31]. In summary, our results suggest that PT cells in AKI-to-CKD mice exhibit mitochondria-related transcriptional dysregulation, and that EGT treatment may help preserve mitochondrial homeostasis in this tubular compartment.

**Fig 5:**
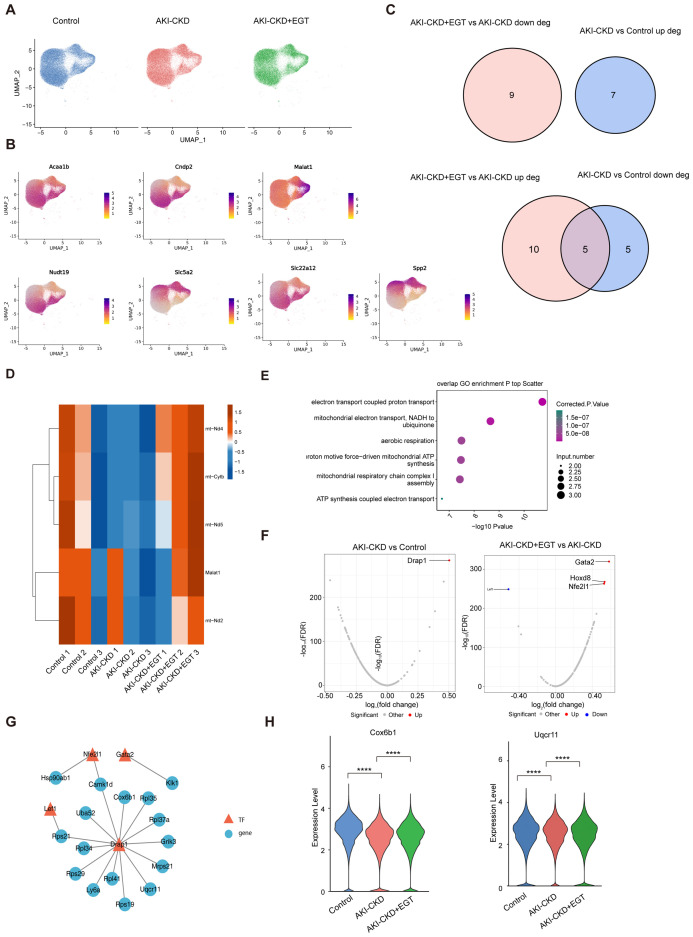
EGT treatment is associated with partial preservation of mitochondria-related transcriptional programs in PT cells during AKI-to-CKD progression. **(A)** UMAP plot of PT cells. Colors indicate sample groups. **(B)** UMAP plot showing the expression levels of marker genes in PT cells. **(C)** The Venn diagram shows overlapping results of down-regulated genes in AKI-CKD + EGT vs AKI-CKD and up-regulated genes in AKI-CKD vs Control, up-regulated genes in AKI-CKD + EGT vs AKI-CKD and down-regulated genes in AKI-CKD vs Control. **(D)** The heatmap diagram showing the expression profile of overlapped DEGs in **C. (E)** The bubble plot showing the most enriched GO results of overlapped DEGs in **C. (F)** Volcano plot showing differential transcription regulons in two comparison groups (AKI-CKD vs Control and AKI-CKD + EGT vs AKI-CKD). Blue represents down-regulation, red represents up-regulation. **(G)** Network showing four DE-TFs and their target DEGs. **(H)** Violin plot showing the expression levels of Cox6b1 and Uqcr11 in each sample group in PT cells.

### 3.6. EGT alleviates mitochondrial injury-related phenotypes in renal tubular epithelial cells

To further validate the impact of EGT on mitochondria, we performed transmission electron microscopy on renal tissues. The results revealed severe ultrastructural damage to mitochondria in cells of the AKI-CKD group kidneys, including fragmented and dissolved cristae and marked vacuolization. In contrast, EGT treatment attenuated these ultrastructural abnormalities, as reflected by better-preserved mitochondrial morphology and reduced vacuolization (Fig 6A). Consistently, in vitro experiments using injured HK-2 cells showed that EGT treatment reduced ROS overproduction, partially preserved mitochondrial membrane potential, and increased cellular ATP levels (Fig 6B-D). These findings collectively suggest that EGT alleviates mitochondrial injury-related phenotypes in renal tubular epithelial cells under injury conditions.UQCR11 and COX6B1, the human homologues of the mitochondria-related genes highlighted by the scRNA-seq analysis, were further validated in HK-2 cells by qPCR. Consistent with the scRNA-seq findings, the mRNA levels of UQCR11 and COX6B1 were decreased in injured HK-2 cells, whereas EGT treatment partially restored their expression (Fig 6E-F). These validation results support the reliability of the transcriptomic findings and suggest that EGT treatment is associated with partial preservation of mitochondria-related molecular features involved in oxidative phosphorylation and electron transport chain regulation. A schematic summary of the proposed mechanism underlying EGT-associated mitochondrial protection during AKI-to-CKD progression is presented in Fig 7.

**Fig 6:**
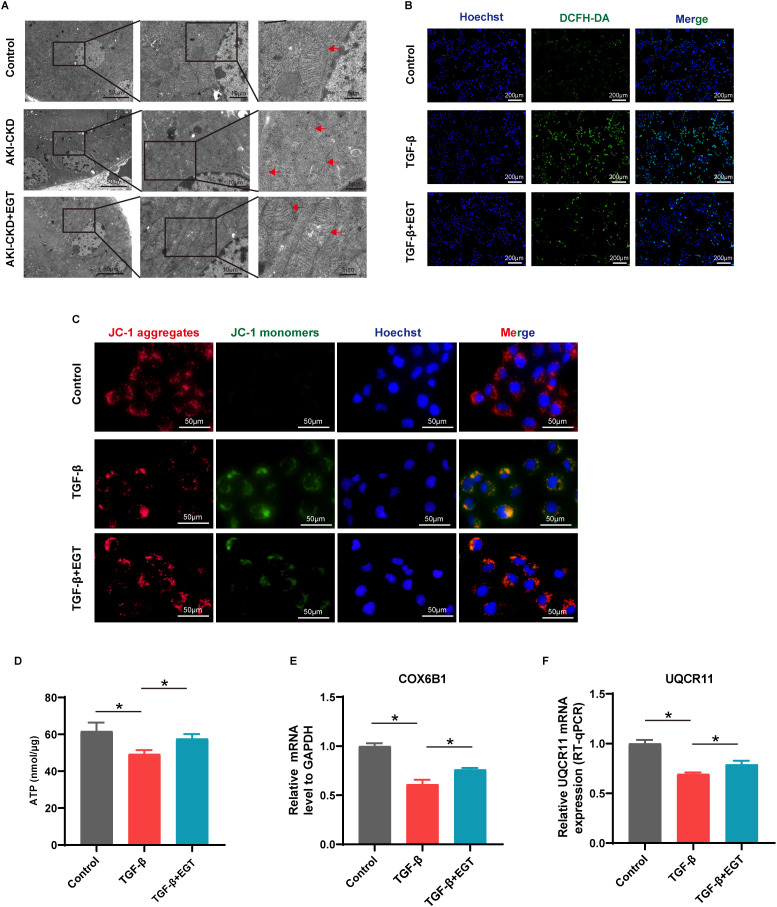
EGT alleviates mitochondrial injury-related phenotypes in renal tubular epithelial cells. **(A)** Representative transmission electron microscopy images of renal tissues from different groups, showing mitochondrial ultrastructure. Scale bar = 50 μm, 10 μm, 5 μm. **(B)** Intracellular ROS levels detected by DCFH-DA fluorescence. Scale bar = 200 μm. **(C)** Mitochondrial membrane potential measured by JC-1 staining. Scale bar = 50 μm. **(D)** ATP content determined by bioluminescence assay. **(E–F)** Relative mRNA expression levels of UQCR11 and COX6B1 in HK-2 cells. Data are expressed as mean ± SD, n = 3, *P < 0.05; **P < 0.01; ***P < 0.001.

**Fig 7:**
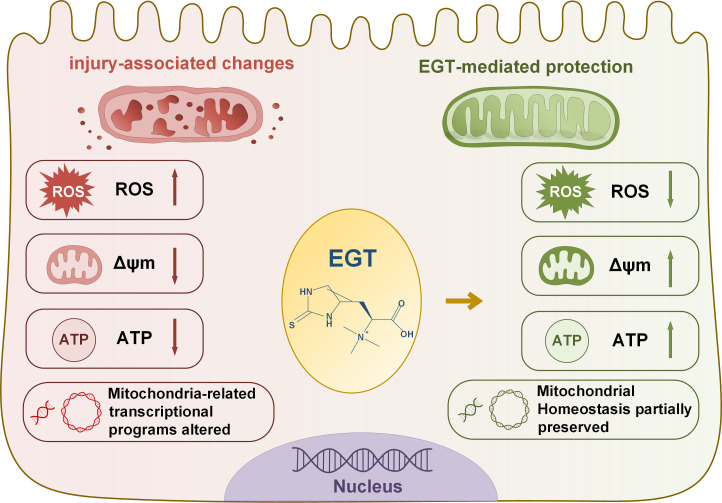
Proposed mechanism by which ergothioneine improves mitochondrial function and attenuates renal fibrosis.

Ergothioneine may alleviate injury-associated mitochondrial dysfunction by reducing ROS accumulation, restoring mitochondrial membrane potential and ATP production, and partially preserving mitochondria-related transcriptional programs, thereby contributing to the attenuation of renal fibrotic progression.

## 4. Discussion

In this study, we found that EGT attenuated renal injury and fibrosis in a cisplatin-induced AKI-to-CKD model and was associated with improved mitochondria-related features in renal tubular epithelial cells. Through integrated histopathological, biochemical, single-cell transcriptomic, and in vitro analyses, our findings suggest that EGT exerts renoprotective effects that are associated with improved mitochondria-related transcriptional and injury-related phenotypic features, thereby contributing to the attenuation of renal fibrosis and functional decline.

During AKI-to-CKD progression, mitochondrial dysfunction has been identified as a central pathological mechanism [32]. Renal tubular epithelial cells are rich in mitochondria and rely on oxidative phosphorylation to generate substantial ATP to support their high-energy-demand functions such as reabsorption and secretion [33]. Under AKI conditions, insults such as ischemia or toxins cause structural damage and functional disruption of mitochondria, manifesting as reduced ATP synthesis, excessive ROS production, impaired assembly of electron transport chain complexes, and diminished oxidative phosphorylation capacity [34]. These alterations not only directly trigger apoptosis and necrosis but also promote inflammatory responses, fibrotic processes, and impaired cellular repair through metabolic reprogramming, such as suppression of fatty acid β-oxidation and enhanced glycolysis, thereby driving maladaptive AKI-to-CKD progression [35]. Our single-cell transcriptomic analysis further suggests that AKI-to-CKD is associated with dysregulation of mitochondria-related transcriptional programs, particularly those involving electron transport, ATP synthesis, and respiratory chain assembly, in DCT, LOH, and PT cells. EGT intervention was associated with partial normalization of these mitochondria-related transcriptional alterations and with attenuation of renal functional decline and fibrosis progression.

Notably, we identified a conserved set of mitochondria-related genes—including Cst3, Cyp4b1, Malat1, Cox6b1, and Uqcr11—that were consistently dysregulated across different tubular segments during AKI-to-CKD progression and were partially normalized following EGT treatment. Cst3 is a 13-kDa non-glycosylated protein comprising 120 amino acids. As a member of the Cystatin family, it functions as an endogenous inhibitor of cysteine proteases and was initially recognized for its role in kidney diseases [36]. Studies have demonstrated that Cst3 exerts broad inhibitory effects on oxidative stress-induced cell death. Oxidative stress triggers the leakage of lysosomal cysteine proteases into the cytosol, leading to cell death. However, oxidative stress also induces the synthesis of Cst3 mRNA and the production of Cst3 protein. If the amount of Cst3 produced is sufficient to inhibit protease activity, it can prevent cell death [37]. Cyp4b1 is an enigmatic mammalian cytochrome P450 (Cyp450) monooxygenase. Within the Cyp450 superfamily, several enzymes are closely associated with oxidative stress and mitochondrial function. Cyp2e1 is a key inducer of intracellular oxidative stress, significantly increasing the production of ROS and reactive nitrogen species (RNS). This leads to mitochondrial DNA damage, post-translational protein modifications, and lipid peroxidation, ultimately causing mitochondrial dysfunction [38]. Cyp1b1, upon mitochondrial targeting, mediates the metabolic activation of polycyclic aromatic hydrocarbons (PAHs), leading to excessive mitochondrial reactive oxygen species (ROS) generation, resulting in mtDNA damage, respiratory chain dysfunction, and oxidative stress [39]. The physiological function of CYP4B1 in humans remains unclear, and it is therefore classified as an orphan P450. The relationship between Cyp4b1 and oxidative stress has not yet been investigated and represents a key direction for future research [40]. Long non-coding RNAs (lncRNAs) are RNA molecules that do not possess protein-coding potential. Nevertheless, this RNA subgroup has been demonstrated to play crucial roles in the regulation of oxidative stress and other biological processes. LncRNA Malat1 acts as a molecular sponge for miR-26b-5p to upregulate Mfn1 expression, thereby suppressing mitochondrial fission and reactive oxygen species production, maintaining mitochondrial dynamics homeostasis, and ultimately reducing oxidative stress and mitochondrial-dependent apoptosis [41]. Furthermore, LncRNA Malat1 interacts with the RNA-binding protein FUS to stabilize Acsf2 mRNA, leading to mitochondrial iron accumulation and lipid peroxidation, thereby triggering ferroptosis and exacerbating oxidative stress and mitochondrial dysfunction in septic acute kidney injury [42]. Cytochrome oxidase subunit 6B1 (Cox6b1) is a subunit of cytochrome oxidase. Altered Cox6b1 expression may affect cytochrome c oxidase function and may contribute to disease development. Cox6b1 alleviates hypoxia/reoxygenation-induced oxidative stress injury in cardiomyocytes by maintaining mitochondrial function, reducing ROS production, and inhibiting mitochondrial permeability transition pore (mPTP) opening [43]. Uqcr11 is a core subunit of mitochondrial complex III, which is responsible for transferring electrons from coenzyme Q to cytochrome c in the mitochondrial electron transport chain and is essential for maintaining normal oxidative phosphorylation. Uqcr11 effectively reduces the level of ROS in mitochondria by enhancing the activity of antioxidant enzymes such as SOD2 and CAT, thereby alleviating oxidative stress. Furthermore, Uqcr11 helps maintain mitochondrial membrane potential and functional integrity, reducing the release of pro-apoptotic factors. Its expression level is positively correlated with cellular antioxidant capacity, making it a key molecule in regulating intracellular redox balance [31]. In the present study, qPCR analyses further validated the EGT-associated partial restoration of UQCR11 and COX6B1 expression in HK-2 cells, supporting the reliability of the transcriptomic findings and suggesting their potential involvement in EGT-associated mitochondrial protection during tubular injury.

However, several limitations of our study should be acknowledged. First, although the cisplatin-induced AKI-to-CKD model is well-established and widely used, it may not fully recapitulate the heterogeneity of human AKI etiologies, which include ischemia-reperfusion injury, sepsis, and nephrotoxin exposure. Future studies should validate EGT’s efficacy in additional AKI models to ensure broad applicability. Second, although scRNA-seq provides high-resolution cellular profiling, functional validation of the identified genes and pathways, for example through genetic knockout, knockdown, or overexpression experiments, would strengthen our mechanistic conclusions. Third, mitochondrial respiration was not directly assessed using oxygen consumption-based assays, such as Seahorse analysis. Although TEM, ROS measurement, JC-1 staining, ATP quantification, and scRNA-seq analysis collectively supported an improvement in mitochondria-related status after EGT treatment, these approaches do not directly quantify mitochondrial respiratory capacity. Therefore, conclusions regarding mitochondrial functional recovery should be interpreted with appropriate caution. Future studies incorporating direct bioenergetic measurements will be required to further define the effects of EGT on mitochondrial respiration. Finally, although our study focused on tubular cells, other cell types such as fibroblasts and endothelial cells may also contribute to EGT’s renoprotective effects and warrant examination in future research.

In conclusion, our results support EGT as a potential therapeutic candidate for mitigating AKI-to-CKD progression, in association with improved mitochondria-related status in renal tubular cells. These findings not only deepen our understanding of the pathological mechanisms underlying CKD progression but also highlight the potential of mitochondrial-focused therapies in preventing chronic kidney disease.

## 5. Conclusions

This study suggests that ergothioneine (EGT) may attenuate AKI-to-CKD progression and is associated with improved mitochondria-related status in renal tubular epithelial cells. Single-cell transcriptomic analysis identified EGT-associated changes in mitochondria-related pathways across DCT, LOH, and PT cell populations, while TEM, ROS measurement, JC-1 staining, and ATP assays further supported a protective effect of EGT on mitochondrial injury-related phenotypes. Collectively, these findings support EGT as a potential mitochondria-related therapeutic candidate for slowing maladaptive renal repair and CKD progression.

## Supporting information

S1 Fig Graphical abstract.

S2 Fig EGT treatment is associated with partial preservation of mitochondria-related transcriptional programs in DCT cells during AKI-to-CKD progression. (A)Volcano plots showing differentially expressed genes (DEGs) in DCT cells for the AKI-CKD vs Control and AKI-CKD + EGT vs AKI-CKD comparisons. (B)Bar plots showing the top 10 enriched GO biological process terms for upregulated and downregulated genes in the AKI-CKD vs Control and AKI-CKD + EGT vs AKI-CKD comparisons in DCT cells.
(TIF)

S3 Fig EGT treatment is associated with partial preservation of mitochondria-related transcriptional programs in LOH cells during AKI-to-CKD progression. (A) Volcano plots showing differentially expressed genes (DEGs) in LOH cells for the AKI-CKD vs Control and AKI-CKD + EGT vs AKI-CKD comparisons. (B) Bar plots showing the top 10 enriched GO biological process terms for upregulated and downregulated genes in the AKI-CKD vs Control and AKI-CKD + EGT vs AKI-CKD comparisons in LOH cells.
(TIF)

S4 Fig EGT treatment is associated with partial preservation of mitochondria-related transcriptional programs in PT cells during AKI-to-CKD progression. (A) Volcano plots showing differentially expressed genes (DEGs) in PT cells for the AKI-CKD vs Control and AKI-CKD + EGT vs AKI-CKD comparisons. (B) Bar plots showing the top 10 enriched GO biological process terms for upregulated and downregulated genes in the AKI-CKD vs Control and AKI-CKD + EGT vs AKI-CKD comparisons in PT cells.
(TIF)

## Abbreviations

PT: Proximal tubule
DT: Distal tubule
LOH: Loop of Henle
TF: Transcription factor
AKI: Acute kidney injury
CKD: Chronic kidney disease
COX: cytochrome c oxidase
DEG: differentially expressed genes
GFR: glomerular filtration rate
Cox6b1: Cytochrome c oxidase subunit 6B1
Cyp450: cytochrome P450
ROS: reactive oxygen species
RNS: reactive nitrogen species
TFs: transcription factors
mPTP: mitochondrial permeability transition pore

How the deposited data were processed for this re-analysis (not part of the article)

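The data are single-cell RNA libraries of 9 mouse kidneys, 3 from Control, 3 from AKI-CKD and 3 from AKI-CKD + EGT mice. For each mouse the authors deposited a sparse matrix of raw UMI counts per gene and cell barcode, made per the file headers with the PISA tool and neither normalized nor log-transformed. No sample was pooled. The lowest total in the files is 1000 UMIs per barcode, so a minimum had been applied before. The aligner, genome build, gene annotation and rule for calling cells are not stated in the paper's text. Sample groups and replicate numbers were taken from the labels of the records alone, never from the values. All matrices were used, and no mouse was left out of the main results.

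Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and scanpy 1.11.5, and R 4.3.3 with Seurat 5.3.0, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Cells were kept with at least 1000 UMIs, at least 500 genes and at most 15% mitochondrial UMIs, and genes with a UMI in at least 5 kept cells were used for the embedding. Counts were log-normalized, 2000 variable genes were chosen, and 30 principal components were corrected for the library with Harmony, followed by clustering with 20 neighbours and a resolution of 1.1. The mitochondrially encoded, ribosomal protein and nuclear OXPHOS genes were kept out of the variable genes. So were the genes named in the paper's results, except those that are also cell type markers. Such markers, among them Calb1, Slc12a3, Umod and Spp2, could stay in and helped to name the clusters. Their values between groups are therefore not independent of the clustering. The p53 and other further lists were not kept out. Each cluster was named from 16 marker lists written for this purpose, with at least 3 markers at least 2 fold higher than in clusters of other types. Clusters that did not meet this, that were led by haemoglobin or long neuronal genes, or that had fewer than 50 cells stayed unnamed. The rule on haemoglobin and long neuronal genes was set after the clusters were seen. The populations are therefore rebuilt, and single cells may carry another name than in the paper's figures.

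For tests between groups, raw UMI counts were summed per mouse in DCT, LOH and PT cells and in all kept cells. Genes passed edgeR's filter on low counts, library sizes were scaled by TMM, and the quasi-likelihood F test was applied in a fit of the 9 mice. The 2 comparisons were AKI-CKD against Control and AKI-CKD + EGT against AKI-CKD. Adjusted p-values are Benjamini-Hochberg values over all genes tested in a population and comparison, and a gene is called at an adjusted p under 0.05. CPM values use the TMM-scaled library sizes, except where a gene is compared between cell types, which uses plain total UMIs. The mitochondrially encoded, nuclear OXPHOS and ribosomal protein lists were tested with limma's fry, two-sided, with adjustment over 24 tests, and the value given is the median log2 fold change. For comparison, 8 further lists were tested in a larger family of 84 tests: macrophage, injury, p53 target, dissociation, nuclear RNA, EGT-related, fibrosis and PT genes. Shares of cells and distances between mice were compared by exact permutation of the 6 mice. Correlations over the 9 mice are given with exact permutation p-values, adjusted over 51 relations.

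The thresholds of the methods section were applied to pooled cells as a description: a log2 fold change of at least 0.5 in mean normalized expression, a difference of at least 0.2 in the fraction of expressing cells and a Bonferroni-adjusted Wilcoxon test. Its p-values treat cells as replicates and are not given. Regulon activity, enrichment of ontology terms and trajectories were not run here. The mRNA of the named factors was used for the first.

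Named genes follow a rule set before any test: every gene named in the results text in its population, the 13 mitochondrially encoded genes in DCT, LOH and PT cells, and up to 3 genes each way per population and comparison with the largest log2 fold change past the adjusted threshold, an average log2 CPM of at least 4 and no overlap between the mice. Any other gene is marked as chosen after its values were seen.

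Alternatives were written down before the data were examined: DESeq2, no filter on low counts, library sizes without the mitochondrial, ribosomal protein and Malat1 counts, only the 6 mice compared, the replicate number as a block, no mitochondrial limit, all variable genes, no Harmony, each mouse left out, and variants of the pooled thresholds and of the shares. With no mitochondrial limit, added cells took the type of most of their 15 nearest kept cells. Scrublet's own calls marked 0 to 3 cells per library and could not be used, so leaving out the 6% of cells with the highest scores in each library was added after seeing the data.

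On simulated counts with 200 changed genes, edgeR recovered 80 to 96 genes at a log2 fold of 1 and 144 to 186 at 2, with 1 to 10 false calls at a fold of 1. At a fold of 1, DESeq2 recovered 85 to 124 genes with 6 to 37 false calls. In all cells and PT cells its false calls were 27 to 37, where edgeR made 1 to 8. In LOH cells it made 6 in each comparison, where edgeR made 5 and 10. These counts were drawn from the spread that edgeR estimated and hold no shift of whole libraries. In simulated counts with a list shifted by 0.5, the median estimate was 0.30 in all cells, 0.53 in DCT, 0.52 in LOH and 0.65 in PT cells.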

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

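The list of p53 targets was written before the data were read, and the paper does not discuss it. All tests of other explanations in this part were chosen after seeing the result. The list has 10 genes: Cdkn1a, Mdm2, Ccng1, Phlda3, Eda2r, Bax, Trp53inp1, Plk2, Sesn2 and Zmat3. Its median log2 fold change in AKI-CKD against Control was 0.89 (0.887) in all cells, 0.48 (0.479) in DCT cells, 0.65 (0.648) in LOH cells and 0.95 in PT cells. All tested genes of the list were higher in AKI-CKD in each of these populations, 10 of 10 in all cells and PT cells and 9 of 9 in DCT and LOH cells. Limma's fry gave adjusted p = 0.0208 in all cells, LOH and PT cells and 0.0445 in DCT cells, over the family of 84 tests of 11 lists. With EGT, the medians against AKI-CKD were -0.74, -0.38, -0.39 and -0.75, with adjusted limma fry p of 0.0445 in all cells and PT cells, 0.0838 in DCT and 0.0816 in LOH cells. The AKI-CKD mice enter both comparisons, so an opposite sign in the second is partly built in. All 32 values in other settings and all 48 with a mouse left out kept their sign, but the call did not hold in 9 of the 32 and 29 of the 48. For AKI-CKD against Control, the adjusted limma fry p in all cells was 0.0924, 0.0908 and 0.104 without Control mouse 1, 2 or 3 and 0.0998 and 0.0913 without AKI-CKD mouse 2 or 3, and the calls in LOH and PT cells were lost without the same mice. It was 0.00384 in all cells without AKI-CKD mouse 1. In DCT cells it lay between 0.0523 (without AKI-CKD mouse 1) and 0.138 (without AKI-CKD mouse 3). For AKI-CKD + EGT against AKI-CKD, the calls in all cells and PT cells were lost without AKI-CKD mouse 2 or 3 or AKI-CKD + EGT mouse 2 or 3 (0.142, 0.138, 0.182 and 0.110), and LOH cells passed without AKI-CKD mouse 1 (0.0173).

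The AKI-CKD mice lay above the Control mice in each population. With 3 against 3 mice, no overlap in either direction occurs by chance 10% of the time. In PT cells the mean level of the list was 1.20 to 1.85 against -0.26 to 0.26 (log2, relative to the Control mean). A shift of whole libraries may contribute. Over the 9 mice, the list and the ribosomal protein genes in PT cells had r = 0.659 (exact permutation p = 0.0553, 0.0855 adjusted over 51 relations). Their rho was 0.633 (exact permutation p = 0.0760), and r was 0.861 without the 2 farthest mice and 0.115 within groups. In DCT cells r was 0.730 (0.0430 adjusted, 0.382 within groups), in LOH cells 0.617 (0.106 adjusted) and in all cells 0.669 (0.0795 adjusted). Library sizes without mitochondrial, ribosomal protein and Malat1 counts left the p53 median in PT cells at 0.957, but moved that of the ribosomal protein genes themselves only from 0.379 to 0.385, so they do not test this shift. Free RNA from PT cells may contribute in DCT and LOH cells, since the median in macrophages was 0.60. Other values go against it. The 20 PT genes were lower in AKI-CKD, with medians of -0.48 in DCT cells (0 of 20 higher) and -0.38 in LOH cells (1 of 20). Over the 9 mice, their level and that of the p53 list had r = -0.628 in DCT cells and -0.772 in LOH cells (exact permutation p of 0.0970 and 0.0109 adjusted). The list rose in PT cells themselves, so free RNA stays open. Whether chance can be excluded was tested with the 10 splits of the 6 mice: 1 of 10 splits, the real one, had a difference as large in all cells, 1 of 10 in DCT, 1 of 10 in LOH and 1 of 10 in PT cells, which is the smallest number possible and cannot exclude chance at 0.05. A response to the DNA damage that cisplatin causes is a biological explanation that was not tested here.

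Ccl21a was the only gene called by edgeR in AKI-CKD + EGT against AKI-CKD in the sums of all cells, DCT, LOH and PT cells, and the paper does not discuss it. It had 392 of its 393 UMIs in kept cells of the AKI-CKD + EGT mice (94, 195 and 103 in mice 1, 2 and 3) and 1 in Control mouse 2. The 4 cells with most, all in the endothelial class, held 94.9% of the UMIs. Of these 4 cells 3 had a UMI of Lyve1 or Mmrn1, genes of lymphatic endothelium from a list written after Ccl21a was seen, against 4 of the 3300 other endothelial cells. Without the 4 cells, 2, 8 and 9 UMIs remained in the AKI-CKD + EGT mice. The result may thus reflect how many lymphatic cells were sampled. Whether EGT changes lymphatic vessels was not tested.

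In intercalated cells of the collecting duct, for which the paper reports no changed genes, 319 genes passed edgeR's test in AKI-CKD + EGT against AKI-CKD, 240 higher and 79 lower, with 1612 at an unadjusted p under 0.05. This population was tested after seeing the result in DCT, LOH and PT cells. DESeq2 gave 200 genes, no filter on low counts 722, no mitochondrial limit 351 and doublets left out 357. The number was 44, 28 and 205 without AKI-CKD mouse 1, 2 or 3, and 801, 141 and 28 without AKI-CKD + EGT mouse 1, 2 or 3. Against Control, edgeR called 0 genes in AKI-CKD, with 839 at an unadjusted p under 0.05, and DESeq2 called 10. Of the 10 splits of the 6 mice, 1 of 10, the real one, had as many genes, and the most in another split was 19. A share under 0.1 is impossible with 10 splits, so they cannot exclude chance at 0.05. Free RNA from PT cells may contribute: 20 PT genes had a median of 0.88 (0.878) in intercalated cells, with 20 of 20 higher and an adjusted p from limma's fry of 0.0637 over 86 tests, or 0.0458 without AKI-CKD + EGT mouse 1, and 9 of them are among the 319. Against free RNA that rose in all droplets, their medians were -0.15 in macrophages, -0.03 in endothelial cells and -0.18 in T cells. They were also -0.22 in B cells and -0.23 in myofibroblasts. The other way went principal cells (0.52, 20 of 20 higher), DCT cells (0.33, 20 of 20), LOH cells (0.18, 18 of 20) and cycling cells (0.13, 13 of 20). A shift of whole libraries may contribute as well: the 12 mitochondrially encoded genes had a median of 1.62 and the 3 nuclear RNAs 2.69, with adjusted p from limma's fry of 0.154 and 0.0546, the latter 0.0270 without AKI-CKD + EGT mouse 1, and 7 and 3 of them are among the 319. Of the called genes tested in each type, 83.5% changed in the same direction in endothelial cells, 74.8% in macrophages and 73.6% in T cells. Of the other genes it was 62.5%, 57.8% and 57.3%. The median change of the called genes in that direction was 0.38, 0.32 and 0.36, against 1.29, 1.29 and 1.19 in intercalated cells. The share was highest in principal cells of the collecting duct, 97.7% against 69.4% of the other genes, with a median of 0.61 against 1.31. In B cells, myofibroblasts and cycling cells it was 71.3%, 74.4% and 83.8%. Both explanations stay open, and an effect of EGT on these cells was not tested.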

How the results depend on the processing

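The other settings gave 68 values for the 8 counts, of which 25 moved by more than a factor of 1.5. In all cells, the 4 genes of AKI-CKD against Control became 113 with DESeq2 and 0 with only the 6 mice compared. For AKI-CKD + EGT against AKI-CKD, 1 gene became 218 with DESeq2, 0 with only the 6 mice compared and 0 with doublets left out. In DCT cells, the 0 genes of AKI-CKD against Control became 9 with DESeq2, 270 with no filter on low counts and 5 with only the 6 mice compared, and the 0 genes of AKI-CKD + EGT against AKI-CKD became 84 with DESeq2 and 580 with no filter. In LOH cells, the 2 genes of AKI-CKD against Control became 17 with DESeq2, 190 with no filter and 33 with no Harmony. The 0 genes of AKI-CKD + EGT against AKI-CKD became 60 with DESeq2, 336 with no filter, 638 with no Harmony and 1 with only the 6 mice compared. In PT cells, the 8 genes of AKI-CKD against Control became 182 with DESeq2, 23 with no filter and 1 with only the 6 mice compared, and the 0 genes of AKI-CKD + EGT against AKI-CKD became 406 with DESeq2. The LOH class with no Harmony held partly other cells, so its 33 and 638 genes do not describe the same population. The cause of the other changes was not tested. On simulated counts with a log2 fold of 1, DESeq2 made 6 to 37 false calls where edgeR made 1 to 10. In LOH cells DESeq2 made 6 in each comparison and edgeR 5 and 10. The simulation used the spread that edgeR estimated and holds no shift of whole libraries, so it does not explain the DESeq2 counts.

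The replicate block, which treats mice with the same number as paired, gave 0 genes in all cells for AKI-CKD against Control and 0 for AKI-CKD + EGT against AKI-CKD. It also gave 0 genes in LOH and 0 in PT cells for AKI-CKD against Control. Under the same block, Nudt19 in PT cells for AKI-CKD + EGT against AKI-CKD was 0.0402 instead of -0.03, and mt-Atp8 in PT cells was 0.16 instead of -0.00398. The p53 target list did not pass under the block in any population, with medians for AKI-CKD against Control of 0.883 in all cells, 0.480 in DCT, 0.541 in LOH and 0.9498 in PT cells, and for AKI-CKD + EGT against AKI-CKD of -0.725 in all cells and -0.740 in PT cells. For AKI-CKD + EGT against AKI-CKD in CD-IC, the intercalated cells of the collecting duct, the block gave 99 genes instead of 319. The numbers do not pair the mice: after removal of group means, libraries with the same number had correlations between -0.458 and 0.373 in all cells, -0.392 and 0.157 in DCT, -0.215 and 0.0826 in LOH, and -0.441 and 0.329 in PT cells. The block is therefore not read as a weaker effect.

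Each mouse was also left out. In all cells the count of AKI-CKD against Control ranged from 0 to 11 and that of AKI-CKD + EGT against AKI-CKD from 0 to 1. In DCT cells the latter ranged from 0 to 411, and in LOH cells the 2 counts ranged from 0 to 3 and from 0 to 77. In PT cells they ranged from 0 to 9 and from 0 to 114. The highest values for AKI-CKD + EGT against AKI-CKD in DCT (411), LOH (77) and PT cells (114) were all reached without AKI-CKD + EGT mouse 1. In CD-IC cells, the 319 genes of this comparison ranged from 28 to 801.

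Genes called in both comparisons with opposite signs numbered 0 in each population, and 7 of 34 values in other settings moved. With DESeq2 there were 23 in all cells, 3 in DCT, 6 in LOH and 55 in PT cells. No filter on low counts gave 171 in DCT and 87 in LOH cells, and no Harmony gave 27 in an LOH class of partly other cells. Over the mice left out, the numbers ranged from 0 to 6 in DCT cells, from 0 to 1 in LOH cells and from 0 to 5 in PT cells.

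The thresholds of the methods section on pooled cells depended on the minimum difference in expressing cells. With no minimum difference, all cells gave 20 genes in AKI-CKD against Control, 31 in AKI-CKD + EGT against AKI-CKD and 10 in opposite directions, against 0, 1 and 0 with it. DCT cells gave 66, 152 and 49 against 3, 17 and 3, LOH cells 52, 103 and 33 against 2, 5 and 1, and PT cells 21, 26 and 8 against 0, 3 and 0. Cells thinned to 1000 UMIs gave 1, 2 and 1 in all cells and 1, 9 and 1 in DCT cells. They gave 1 and 8 in the comparisons of LOH cells, and in PT cells 1 in AKI-CKD against Control and 1 in opposite directions. A natural log fold change gave 11 genes in DCT cells for AKI-CKD + EGT against AKI-CKD. With no mitochondrial limit, the same comparison gave 5 genes in all cells, 49 in DCT and 8 in LOH cells, and AKI-CKD against Control gave 1 in LOH cells. The latter was also 1 with all variable genes in the clustering. In total, 28 of 81 values moved.

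With each mouse left out, pooled cells of all types gave 0 to 1 genes in AKI-CKD against Control and 0 to 8 in AKI-CKD + EGT against AKI-CKD. DCT cells gave 0 to 8 and 0 to 43, with 0 to 5 in opposite directions. LOH cells gave 1 to 4 and 5 to 12, with 1 to 2 in opposite directions, and PT cells 0 to 2 and 2 to 7. The 43 genes of DCT cells were reached without AKI-CKD + EGT mouse 1, and 0 without AKI-CKD + EGT mouse 3.

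No gene list passed with limma's fry over the 24 tests, and all passed with camera at its preset correlation of 0.01, with the same medians. For AKI-CKD against Control these are -0.57 (mitochondrially encoded), 0.28 (nuclear OXPHOS) and 0.37 (ribosomal protein; 0.365) in all cells, -0.74, 0.32 and 0.25 in DCT, -0.78, 0.19 and 0.23 in LOH, and -0.51, 0.30 and 0.38 in PT cells. For AKI-CKD + EGT against AKI-CKD they are 0.75, -0.38 and -0.46 in all cells, 1.06, -0.42 and -0.33 in DCT, 1.10, -0.29 and -0.32 in LOH, and 0.64, -0.37 and -0.46 in PT cells. None of the camera calls holds under fry. With all variable genes in the clustering, the ribosomal protein genes in DCT cells (-0.33) passed under fry for AKI-CKD + EGT against AKI-CKD. Of 204 values in other settings, 25 became stronger in this sense and 179 stayed, and none reversed.

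Leaving out AKI-CKD + EGT mouse 1 brought the nuclear OXPHOS and the ribosomal protein genes past the adjusted threshold for AKI-CKD + EGT against AKI-CKD in each population. The medians of the nuclear OXPHOS genes ranged from -0.53 to -0.26 in all cells, -0.61 to -0.32 in DCT, -0.39 to -0.24 in LOH, and -0.51 to -0.24 in PT cells. Those of the ribosomal protein genes ranged from -0.59 to -0.31 in all cells, -0.40 to -0.27 in DCT, -0.41 to -0.25 in LOH, and -0.59 to -0.32 in PT cells.

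The list of p53 targets kept its sign in all 32 values in other settings, of which 9 were no longer past the adjusted limma fry threshold and 1 was newly past it. Besides the block, the calls lost were those with no mitochondrial limit for AKI-CKD against Control in DCT cells (0.490) and for AKI-CKD + EGT against AKI-CKD in all cells (-0.729) and PT cells (-0.728). The call gained was that for AKI-CKD + EGT against AKI-CKD in LOH cells with doublets left out (-0.341). Of 48 values with a mouse left out, 29 were no longer past the threshold and 1 was newly past it. The medians for AKI-CKD against Control ranged from 0.722 to 0.998 in all cells, 0.360 to 0.626 in DCT, 0.390 to 0.671 in LOH and 0.811 to 1.08 in PT cells. Those for AKI-CKD + EGT against AKI-CKD ranged from -0.931 to -0.575 in all cells, -0.427 to -0.161 in LOH and -0.943 to -0.612 in PT cells.

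For the named genes, 1195 of 1278 values in other settings kept their sign and call, 63 became stronger, 7 weaker and 13 reversed. The reversed values were as follows. In AKI-CKD against Control in DCT cells, Slc12a3 was -0.15 with no Harmony, Irf8 -0.0113 instead of 0.93 with no Harmony, and Taf1 -0.00609 with no filter on low counts, -0.0174 with doublets left out and -0.0358 with all variable genes in the clustering. In AKI-CKD + EGT against AKI-CKD, Bclaf1 in LOH cells was 0.0105 with all variable genes. In PT cells, mt-Nd2 was -0.11 with no Harmony, mt-Nd3 -0.11 with no Harmony and -0.0166 with no filter, and mt-Atp8 0.0111 with only the 6 mice compared and 0.0856 with no mitochondrial limit.

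With each mouse left out, 33 of 864 values of named genes reversed. In AKI-CKD against Control, Calb1 in DCT cells ranged from -0.47 to 0.55, Slc12a3 from -0.00983 to 0.29 and Taf1 from -0.15 to 0.13, and in LOH cells Irf8 from -0.0350 to 0.73 and Bclaf1 from -0.11 to 0.0559. In PT cells Nudt19 ranged from -0.74 to 0.0156, mt-Nd1 from -0.90 to 0.0567, mt-Nd3 from -0.51 to 0.22 and mt-Atp8 from -0.84 to 0.19. In AKI-CKD + EGT against AKI-CKD, Calb1 in DCT cells ranged from -0.77 to 0.00954, Pvalb from -0.58 to 0.0467 and mt-Atp8 from -0.0131 to 0.76, and in LOH cells Bclaf1 from -0.13 to 0.0776, Cyp4b1 from -0.00867 to 0.60 and mt-Atp8 from -0.0472 to 0.70. In PT cells Nudt19 ranged from -0.37 to 0.39, Slc22a12 from -0.16 to 0.00122, mt-Nd2 from -0.19 to 0.43, mt-Nd3 from -0.15 to 0.27 and mt-Atp8 from -0.21 to 0.28.

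The LOH share of cells in AKI-CKD + EGT against AKI-CKD was 3.09 percentage points of all cells and -1.09 with a denominator without proximal tubule cells. The share of cells removed by the mitochondrial filter in AKI-CKD against Control, -3.66 points, ranged from -6.92 to 1.11 over the mice left out. Distances kept their sign in other settings. In all cells, the difference between and within groups ranged from -0.00413 to 0.0243 for AKI-CKD against Control and from -0.00184 to 0.0992 for AKI-CKD + EGT against AKI-CKD over the mice left out.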

Differences from the paper's values

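The paper's counts are compared with those found here under the main settings and under the alternatives set before the data were examined. The number of barcodes, 216680, is the same. The paper's 169064 kept cells, 28 clusters and 12 cell types have counterparts of 196925, 33 and 13 here, each within a factor of 1.5, the tolerance used for counts. Minimums taken as strictly greater gave 196821 cells, and a mitochondrial limit of 10% in place of the stated 15% gave 176238. The cause of the difference in cells was not tested.

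In DCT cells, the paper's 19 genes down in AKI-CKD and up with EGT and 19 genes up and then down stand against 0 and 3 with the methods' thresholds on pooled cells, and 0 and 0 when mice were compared with edgeR. With no minimum difference in expressing cells, 16 genes were up and then down, close to the paper's number, but 33 were down and then up. Natural log fold changes, means of per-mouse means, thinning to 1000 UMIs, no mitochondrial limit, all variable genes and each mouse left out did not come close for either direction. For the mice compared, DESeq2 gave 2 and 1 and no filter on low counts 119 and 52. Leaving out AKI-CKD + EGT mouse 1 gave 2 and 4, and the other alternatives stayed at 0.

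In LOH cells, the paper's 17 genes down and then up and 30 genes up and then down stand against 0 and 1 on pooled cells and 0 and 0 with mice compared. With no minimum difference in expressing cells, 18 genes were down and then up, close to the paper's number, but 15 were up and then down. Comparing mice with no filter on low counts gave 35 genes up and then down, close to the paper's number, but 52 down and then up. No Harmony gave 11 and 16, but in an LOH class of partly other cells. DESeq2 gave 1 and 5, and no other alternative came close.

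In PT cells, the paper's 5 genes down and then up stand against 0 on pooled cells and 0 with mice compared. The alternatives did not come close: no minimum difference in expressing cells gave 8, thinning to 1000 UMIs 1, DESeq2 on mice 39, and mice compared without AKI-CKD + EGT mouse 1 gave 2.

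For the transcription factors the measures differ, since the paper gives regulon activity and the values here are mRNA. The paper's text describes Zbtb20, Mafg and Taf1 in DCT cells as up in AKI-CKD and down with EGT. As mRNA, Zbtb20 changed by -0.47 and 0.38, Mafg by -0.49 and 0.70, and Taf1 by 0.01 and -0.21. The paper's text describes Irf8 and Batf3 in DCT cells as down and then up, where their mRNA changed by 0.93 and 0.78 (Irf8) and 0.70 and -0.87 (Batf3). In LOH cells, the paper's text has Mafg, Bclaf1 and Nfia down and then up, and their mRNA changed by -0.28 and 0.30, -0.04 and -0.03, and -0.63 and 0.74. Fig 3F shows the opposite directions to the text for DCT cells, with Zbtb20, Mafg and Taf1 down in AKI-CKD and up with EGT and Irf8 and Batf3 up and then down. The mRNA of Zbtb20, Mafg and Batf3 goes in the direction of the figure. None of these changes had an adjusted p under 0.05 from edgeR.

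For PT cells, the paper describes lower UQCR11 and COX6B1 in injured HK-2 cells, partly restored with EGT, as matching its single-cell data, and Fig 5H compares cells. Compared by mouse, both genes were highest in AKI-CKD, with Cox6b1 at 1448, 1868 and 1116 CPM and Uqcr11 at 1370, 1906 and 1163 CPM in Control, AKI-CKD and AKI-CKD + EGT mice. None of these changes had an adjusted p under 0.05 from edgeR over all genes. The HK-2 measurements were not part of the data used here.

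The paper describes the number of LOH cells as reduced in AKI-CKD and partly restored with EGT. In numbers, the larger LOH cluster held 992, 1044 and 799 cells in Control mice 1, 2 and 3. It held 449, 725 and 574 in AKI-CKD mice and 522, 896 and 1579 in AKI-CKD + EGT mice. The smaller one held 124, 119 and 71, then 58, 62 and 45, then 51, 114 and 184. These numbers follow the paper's direction, but AKI-CKD + EGT mouse 1 lay within the range of the AKI-CKD mice. The share of all cells went from 4.21% to 2.98% to 6.06%, and the share among cells outside the PT class from 24.5% to 21.8% to 20.7%.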

Other observations

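Before the tests were run, 4 were written down: a shift of mitochondrially encoded transcripts in whole libraries, the 15% filter as their cause, free RNA of PT cells in DCT and LOH cells, and RNA of macrophages as the source of macrophage factors there. For free RNA of PT cells, the measure used, a correlation over mice, was chosen after seeing the result. All other tests in this part were chosen after seeing the result.

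Mitochondrially encoded transcripts rose and fell together in the cell types of a mouse. The lowest correlation over the 9 mice between a tubule type and endothelial cells, macrophages or T cells was r = 0.875 (PT and endothelial cells). A cause that acts on whole libraries, such as tissue handling or cell quality, could therefore produce the differences between groups in tubule cells. The 15% filter was excluded as the cause, since with no limit the smallest median over DCT, LOH and PT cells and both comparisons was still -0.52. Free RNA from PT cells carried into all droplets could also tie the types together. The 20 PT genes reached 67.9% of their PT level in macrophages, and this test cannot tell the explanations apart. With EGT, the PT genes had medians of -0.15, -0.03 and -0.18 in macrophages, endothelial cells and T cells. The mitochondrially encoded genes rose there by 0.94, 0.92 and 0.78, against 0.64 in PT cells. This argues against carried PT RNA as the whole cause. In AKI-CKD against Control, the medians of the mitochondrially encoded genes were -0.74, -0.76 and -0.45, against -0.51 in PT cells. The fall in T cells was thus smaller than in PT cells, which does not argue against carried PT RNA. None of these changes passed limma's fry. An effect of cisplatin and EGT on mitochondria in all cell types would give the same pattern and was not tested.

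The ribosomal protein genes also moved across cell types. The lowest correlation, between DCT cells and macrophages, was r = 0.840 (exact permutation p = 0.00508, 0.0109 adjusted over 51 relations) and rho = 0.867 (exact permutation p = 0.00451). Without the 2 farthest mice r was 0.756. A shift of whole libraries may thus explain their differences in tubule cells. A biological change shared by the cell types remains open and was not tested.

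For the nuclear OXPHOS genes the values go both ways. Their level in macrophages had r = 0.826 with PT, 0.834 with LOH and 0.736 with DCT cells (exact permutation p = 0.00373, 0.00523 and 0.0250; 0.0235, 0.0235 and 0.0750 adjusted over 9 relations; r = 0.679, 0.808 and 0.630 without the 2 farthest mice). With endothelial cells r was 0.0203, 0.190 and 0.148, and with T cells 0.456, 0.515 and 0.386, with adjusted exact permutation p of at least 0.354. Between AKI-CKD and Control, the median change was 0.30 in PT cells. It was 0.39 in principal and 0.29 in intercalated cells of the collecting duct with 80 of 80 genes higher in each, 0.18 in cycling cells, 0.15 in macrophages and 0.13 in T cells with 65 of 80 each, 0.11 in myofibroblasts with 64 of 79, and 0.06 in endothelial and B cells with 52 of 80 and 49 of 79. With EGT against AKI-CKD, it was -0.37 in PT cells and also negative in each of these types: -0.32 in intercalated and -0.28 in principal cells (7 and 6 of 80 genes higher), -0.30 in myofibroblasts (7 of 79), -0.27 in T cells (7 of 80), -0.22 in macrophages (9 of 80), -0.19 in endothelial cells (15 of 80), -0.15 in B cells (17 of 79) and -0.14 in cycling cells (18 of 80). A shift of whole libraries therefore remains open for this list, and a change in tubule cells themselves was not tested.

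For PT genes such as Cyp4b1 and Slc27a2 in LOH cells, free RNA is a candidate explanation, with r = 0.895 between the level of 20 PT genes in LOH cells and in macrophages. The relation depends on the partner: r was 0.857 with endothelial and 0.823 with T cells (0.0109 and 0.00700 adjusted), but 0.717 with principal and 0.532 with intercalated cells of the collecting duct (0.0558 and 0.158 adjusted). In DCT cells the test with macrophages gave r = 0.648 (exact permutation p = 0.0622, 0.0906 adjusted) and rho = 0.467 (exact permutation p = 0.213). Without the 2 farthest mice r was 0.232. With principal, intercalated and T cells r was 0.873, 0.840 and 0.751 (0.00495, 0.0115 and 0.0433 adjusted), and with endothelial cells 0.713 (0.0526 adjusted). Free RNA stays open in both populations. S100g, Klk1 and other distal genes in PT cells may come from distal cells. Their level in PT cells followed the share of UMIs in distal and collecting duct cells. This gave r = 0.968 (exact permutation p = 5.51e-05, 0.0005 adjusted) and rho = 0.95 (exact permutation p = 0.000353). Without the 2 farthest mice r was 0.908.

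Spi1 had a UMI in 0.110% of DCT cells, too few to tell whether macrophage RNA is its source. Batf3 in DCT cells had a UMI in 1.27% of cells after thinning to 1000 UMIs, against 2.56% of macrophages and 0.0226% of PT cells, and C1q or Lyz2 was as frequent as usual in the positive cells (2.28% against 1.71%), so macrophage RNA was excluded as its source. Batf3 expression in DCT cells is a hypothesis that came from these values.

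The log2 fold changes of the 2 comparisons were negatively correlated across genes, which the shared AKI-CKD mice produce by themselves. In other groupings of the 9 mice the lowest correlations were -0.78 in all cells, -0.73 in DCT, -0.65 in LOH and -0.80 in PT cells. For all cells and PT cells, sharing may explain the whole value, as 8 of 25 and 4 of 25 groupings had a correlation as low, and chance cannot be excluded. For DCT and LOH cells, 1 of 25 and 1 of 25 groupings, the real ones, had a value as low. That depends on single mice. With a mouse left out and the other 8 regrouped into groups of the same sizes, 7 of 25 groupings in DCT had a correlation as low as the real one without Control mouse 1, and 5 of 25 without Control mouse 2 or AKI-CKD mouse 2. Without AKI-CKD + EGT mouse 1, 2 or 3 it was 1 of 25 each. In LOH cells it was 5 of 25 without AKI-CKD mouse 2, 4 of 25 without Control mouse 2 and 1 of 25 without AKI-CKD mouse 3 or AKI-CKD + EGT mouse 1 or 2. Sharing therefore remains open as the cause in these cells as well. Within 10 classes of transcript length, the median correlations were -0.56 in all cells, -0.74 in DCT, -0.67 in LOH and -0.72 in PT cells. Across the genes with a known length they were -0.58, -0.77, -0.70 and -0.71, so length accounted for little of them. A negative value within classes alone excludes nothing, since simulated unchanged groups gave -0.50, -0.55, -0.54 and -0.50. The number of genes called in both comparisons was as high in 25 of 25 groupings in all cells, 25 of 25 in DCT, 25 of 25 in LOH and 25 of 25 in PT cells, because it was 0, which every grouping reaches, so these groupings decide nothing.

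Whether chance can be excluded for the counts of called genes was tested with the 10 splits of 6 mice. In AKI-CKD against Control, the splits with as many genes were 1 of 10 in all cells, 10 of 10 in DCT, 1 of 10 in LOH and 1 of 10 in PT cells. In AKI-CKD + EGT against AKI-CKD they were 1 of 10 in all cells and 10 of 10 in DCT, LOH and PT cells. A share under 0.1 is impossible with 10 splits whatever the data, and where the count was 0 every split reaches it, so the splits decide nothing there. In DCT cells, the split of AKI-CKD mice 1 and 2 and AKI-CKD + EGT mouse 1 against the other 3 mice called 54 genes, where the real one called 0 (edgeR; 1681 unadjusted, 84 with DESeq2, and 411 without AKI-CKD + EGT mouse 1). Unadjusted counts were as large as the real ones in 3 and 2 of the 10 splits of all cells for the 2 comparisons, in 1 and 2 in DCT, 1 and 2 in LOH and 1 and 1 in PT cells.

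Other cell types were tested with edgeR after seeing the result in tubule cells. Against Control, 4 genes were called for AKI-CKD in macrophages, 2 in principal cells of the collecting duct, 1 in T cells and 0 in endothelial cells, B cells, myofibroblasts and cycling cells (861, 231, 406 and 417 unadjusted; 4, 0, 3 and 1 with DESeq2). DESeq2 gave 38, 155 and 0 in the first 3. In AKI-CKD + EGT against AKI-CKD, 1 gene was called in endothelial cells, 2 in principal cells, 4 in myofibroblasts and 0 in macrophages, T, B and cycling cells (904, 551, 208 and 309 unadjusted; 17, 12, 0 and 0 with DESeq2). DESeq2 gave 99, 15 and 9 in the first 3. The splits with as many genes were 1 of 10 in macrophages, 1 of 10 in principal cells and 2 of 10 in T cells for the former comparison, and 2 of 10 in endothelial cells, 1 of 10 in principal cells and 2 of 10 in myofibroblasts for the latter. Without Control mouse 2, macrophages had 0 genes and principal cells 48 in the former comparison, and T cells had 12 without Control mouse 3. Without AKI-CKD + EGT mouse 1, principal cells had 92 genes, myofibroblasts 21 and T cells 20 in the latter. Endothelial cells had 4 without AKI-CKD mouse 1, macrophages 2 without AKI-CKD mouse 1, and myofibroblasts 0 without AKI-CKD mouse 2.

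Gene lists were tested in these types with limma's fry over 86 tests of 6 lists, and 13 passed. The ribosomal protein genes passed in endothelial cells (medians 0.42 and -0.49 in the 2 comparisons, adjusted p = 0.0199 and 0.0191) and in cycling cells (0.29 and -0.22, 0.0191 each), and in principal cells for AKI-CKD against Control (0.51, 0.0454). Nuclear OXPHOS genes passed for AKI-CKD + EGT against AKI-CKD in T cells (-0.27, 0.0191) and myofibroblasts (-0.30, 0.0191) and for AKI-CKD against Control in cycling cells (0.18, 0.0454). The p53 list passed for AKI-CKD against Control in principal cells (0.70 with 7 of 8 genes higher, 0.0191), intercalated cells (0.32 with 5 of 8, 0.0454) and cycling cells (0.98 with 8 of 8, 0.0454), and nuclear RNA in endothelial cells in the 2 comparisons (-0.90 and 0.94, 0.0454 each). Without AKI-CKD mouse 2, none of the 13 passed, with adjusted p between 0.0710 and 0.138. Explanations of these values beyond those weighed for tubule cells were not tested.

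The higher LOH share with EGT may follow from a lower share of PT cells, as among cells outside the PT class the difference was -1.09 points. Losses during dissociation or a true change in the kidney would both act this way and were not tested.

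Of the 11 lists, the 7 without a result elsewhere did not pass the adjusted threshold of the family of 84 tests in any population, and the lowest adjusted limma fry p was 0.229 (injury genes in DCT cells). Medians in all cells, for AKI-CKD against Control and AKI-CKD + EGT against AKI-CKD, were 0.11 and 0.28 for macrophage genes, 0.32 and 0.01 for injury genes, 0.17 and -0.13 for dissociation genes, -0.65 and 0.77 for nuclear RNA, -0.07 and -0.03 for EGT-related genes, 0.55 and 0.23 for fibrosis genes and -0.03 and -0.27 for PT genes. In DCT cells, the injury genes had medians of 0.46 and -0.21 and nuclear RNA -0.57 and 1.09. In the larger family, the ribosomal protein genes in DCT cells passed for AKI-CKD + EGT against AKI-CKD with an adjusted limma fry p of 0.0445.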
